# PDZK1 Protects Against RPE Senescence by Targeting the 14‐3‐3ε‐mTOR Axis to Attenuate Early Diabetic Retinopathy

**DOI:** 10.1002/advs.202511288

**Published:** 2025-08-25

**Authors:** Jian Zhao, Junbiao Zhang, Yanli Liu, Lili Wang, Chunxi Huang, Wei Chi, Meixia An

**Keywords:** cell senescence, diabetic retinopathy, PDZK1, 14‐3‐3ε, retinal pigment epithelium

## Abstract

Diabetic retinopathy (DR) is the leading cause of blindness among working‐age adults, yet its pathogenesis remains incompletely understood. The retinal pigment epithelium (RPE) plays a vital role in maintaining retinal homeostasis. In this study, the expression of senescence marker protein p16 is observed to be upregulated in the RPE of early DR mouse models. Transcriptomic profiling reveals that PDZ domain protein 1 (PDZK1) expression is downregulated in RPE cells after 48 hours of high‐glucose stimulation. Overexpression of PDZK1 reduces senescence markers in RPE cells, promoting cell proliferation and transport functions. Mechanistically, PDZK1 alleviates RPE cell senescence by interacting with 14‐3‐3ε to regulate the mTOR pathway, which is closely related to reducing oxidative stress and enhancing autophagy flux. In streptozotocin‐induced DR mouse models, both PDZK1 overexpression‐mediated senescence inhibition and Nutlin‐3a‐induced clearance of senescent RPE cells successfully downregulate retinal senescence markers and improve early‐stage DR lesions. In summary, this study identifies a novel PDZK1‐14‐3‐3ε‐mTOR axis governing high‐glucose‐induced RPE cell senescence, and provides the first direct evidence linking RPE cell senescence to DR pathogenesis. These findings reveal a promising therapeutic strategy for DR intervention.

## 1 Introduction

Diabetic retinopathy (DR) is one of the most serious complications of diabetes mellitus (DM) and has become the main cause of blindness among working‐age people worldwide.^[^ ^1^ ^]^ Current research on DR mainly focuses on the neurovascular unit. However, the pathogenesis of DR is extremely complex and has not yet been fully elucidated. The retinal pigment epithelium (RPE) is a highly differentiated monolayer of pigment cells that plays a vital role in transporting choroidal nutrients and maintaining retinal metabolism.^[^ ^2^ ^]^ Therefore, recent views suggest that the important role of RPE in the development of DR may have been overlooked.^[^ ^3^ ^]^ Retinal laser photocoagulation is an effective measure to stabilize DR, and some believe that one of its main mechanisms of action is to improve the oxygen supply from the choroid.^[^ ^4^ ^]^ Our previous study also suggests that preserving RPE functional integrity to maintain choroidal circulation support for the retina represents a promising therapeutic strategy for DR.^[^ ^5^ ^]^

Stress‐induced premature senescence (SIPS) induced by various stressors is an irreversible cell cycle arrest state.^[^ ^6^ ^]^ The accumulation of senescent cells can affect organ or tissue function and increase the risk of diseases such as DM.^[^ ^7^ ^]^ For example, senescent cells can propagate senescence to neighboring cells and trigger pathological angiogenesis by expressing and releasing senescence‐associated secretory phenotype (SASP).^[^ ^8^ ^]^ A recent study found that the expression of the senescence marker protein p16 was significantly increased in the RPE of DR patients.^[^ ^9^ ^]^ However, the direct impact of RPE cell senescence on DR has not been studied, and its mechanism is even less clear.

In our previous research, we observed decreased expression of PDZ Domain Containing 1 (PDZK1) in the serum of DR patients compared to healthy subjects.^[^ ^10^ ^]^ PDZK1 is a PDZ domain‐containing membrane scaffold protein widely expressed in a variety of epithelial cells.^[^ ^11^ ^]^ It plays a key role in cell signal transduction and ion channel regulation by interacting with a variety of ion channels, transporters, and receptors. For example, PDZK1 can regulate the absorption of carnitine by the organic cation transporter (OCTN) in the intestine, regulate the transport of glycylsarcosine by the oligopeptide transporter (PEPT2), and participate in the regulation of the urate/anion exchanger (URAT1) in renal tubular uric acid reabsorption.^[^ ^12^, ^13^, ^14^ ^]^ Notably, a recent study has shown that PDZK1 loss promotes chondrocyte senescence in osteoarthritis.^[^ ^15^ ^]^ However, the role of PDZK1 in DR pathogenesis remains to be further elucidated.

The mammalian target of rapamycin (mTOR) serves as a critical regulator of protein translation in senescent cells.^[^ ^16^, ^17^ ^]^ The mTOR‐S6 kinase (S6K) pathway not only regulates cell proliferation and metabolic responses, but is closely related to oxidative stress and autophagy.^[^ ^18^, ^19^, ^20^ ^]^ Furthermore, this pathway is also involved in various pathological processes, including aging, DM, and DR.^[^ ^21^ ^]^ As a crucial subtype of the 14‐3‐3 protein family, 14‐3‐3ε interacts with the mTOR pathway and facilitates mRNA translation and protein synthesis through S6K activation, thereby exerting essential functions in fundamental biological processes such as cellular signal transduction, cell cycle progression, and metabolic regulation.^[^ ^22^, ^23^ ^]^

In this study, we selected streptozotocin (STZ)‐induced diabetic mice as an early DR animal model to confirm that DM can induce RPE cell senescence. Our findings demonstrate that high glucose conditions significantly downregulate PDZK1 expression in RPE cells. Using high‐glucose‐stimulated RPE cell models, we further established that PDZK1 protects against RPE cell senescence and transport dysfunction by modulating the 14‐3‐3‐mTOR pathway, a process mechanistically linked to oxidative stress and autophagy impairment. Nutlin‐3a has been confirmed as a senolytic agent that can target and eliminate senescent RPE cells.^[^ ^24^ ^]^ Importantly, we identified that therapeutic interventions using either PDZK1‐overexpressing lentivirus or Nutlin‐3a via intravitreal injection in STZ‐induced diabetic mice effectively attenuated early DR pathological changes. These findings provide novel insights into DR pathogenesis and suggest promising therapeutic strategies targeting RPE senescence.

## 2 Results

### 2.1 High Glucose Induced RPE Cell Senescence and Decreased PDZK1 Expression

In order to study whether DM can induce senescence in RPE cells, we established a STZ‐induced diabetic mouse model (DM group) and found that compared with the control group, the senescence marker p16 in the DM group was significantly upregulated in RPE (**Figure** **1**A), which was consistent with the performance of RPE in DR patients.^[^ ^4^ ^]^ To further confirm high‐glucose‐induced senescence in RPE cells, we examined the expression of established senescence markers p16, p21, and SA‐β‐gal activity, which showed concentration‐dependent increases (Figure 1B,C). Consistent with the expression trends of these senescence markers, the proliferation activity of RPE cells significantly decreased when stimulated by glucose concentrations of 37.5mM and higher (Figure 1D). Therefore, we selected RPE cells stimulated with 37.5mM glucose for 48h as an in vitro model to simulate diabetes for transcriptome sequencing and subsequent research.

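ARPE-19 is an established human RPE cell line. For transcriptome sequencing, ARPE-19 cells were cultured for 48 h in control medium (5.5 mM glucose + 32 mM mannitol, n = 5) or in high glucose medium (37.5 mM, n = 5). Mannitol is a sugar alcohol that is added so that the control medium holds as many dissolved molecules as the high glucose medium. The authors deposited 2 tables of the same 10 libraries, one with the whole-number reads counted per gene, without normalization, and one with FPKM values, which are divided by transcript length and library size. Each table has 22626 rows, of which 20463 carry an Ensembl gene identifier and 2163 are named MSTRG. The transcript assembler StringTie gives this prefix to what it builds from the reads. Such a row may be a single transcript and not a whole locus. The paper's text names neither the aligner and counting program nor the genome build and annotation. Total counts per library were between 33039260 and 45864176 in the control group (median 41468270) and between 32448991 and 44400714 in the high glucose group (median 39867119). The control libraries carry replicate numbers, and the high glucose libraries are named here by the deposited column (HG_1 to HG_5), because only their group could be taken from the labels.

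From the counts, genes were compared between the groups with edgeR's quasi-likelihood test after TMM normalization and edgeR's default filter on low counts, which kept 14936 rows. The 20 pairs of libraries within a group all differed by more than the sampling noise of their counts (chi-square per gene between 13 and 78). This argues against repeat sequencing of the same library. It cannot show that the cultures were separate, since separate preparations from 1 culture would also differ. Each library was counted as 1 replicate. The first principal component of the log2 normalized counts separated the groups and held 17.0% of the variance. The second held 14.9% and set HG_1 and control replicate 2 apart from the other 8 libraries. In these 2 libraries genes rose by 0.188 and 0.17 log2 units for each 10 percentage points of GC content, against slopes between -0.0916 and -0.00519 in the others, so a trend with GC content crosses the 2 groups and widens the spread within each.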

**Figure 1:**
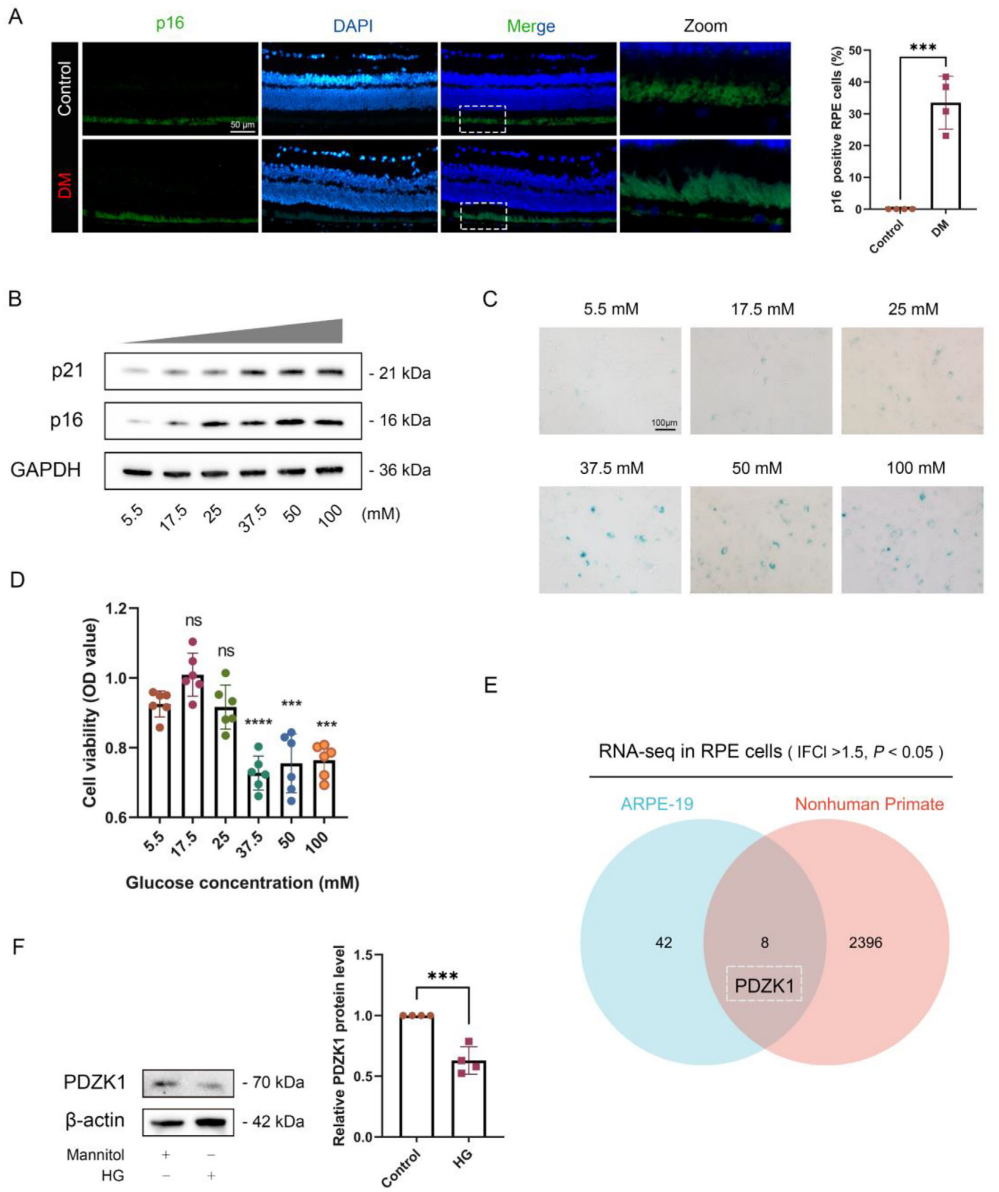
High glucose induced RPE cell senescence and decreased PDZK1 expression. A)Immunofluorescence showed the localization and expression of the senescence marker protein p16 in the retina of Control mice and DM mice; quantitative analysis of the proportion of p16 expression‐positive cells in RPE cells, *n* = 4. B)The expression of p16 and p21 was analyzed by Western blot on ARPE‐19 cells cultured in gradients of different glucose concentrations for 48 h, *n* = 3. C) Representative images of SA‐β‐gal staining of ARPE‐19 cells cultured in gradients of different glucose concentrations for 48 h, *n* = 3. D) CCK8 detection and evaluation of the effects of stimulation with different glucose concentrations for 48 h on ARPE‐19 cell proliferation, *n* = 6. *Statistically different from normal glucose concentration (5.5mm). E) RNA‐seq analysis of ARPE‐19 cells under control (5.5mm glucose + 32mm mannitol, *n* = 5) and high glucose (37.5mm, *n* = 5) conditions, combined with primate DR model transcriptome (GSE160617), showing consistent PDZK1 downregulation (|FC| > 1.5, *p* < 0.05). (F) Western blot analysis verified PDZK1 expression in control group and high glucose (HG) group in ARPE‐19 cells, *n* = 4. All results were analyzed by a two‐tailed unpaired *t* test or one‐way analysis of variance (ANOVA) followed by Tukey's multiple comparison test. Data are expressed as mean ± standard deviation (SD). ^*^ *P* < 0.05, ^**^ *P* < 0.01, ^***^ *P* < 0.001, ^****^ *P* < 0.0001.

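In the ARPE-19 libraries, 772 of the 14936 rows tested, called genes below, passed |FC| > 1.5 with an unadjusted p under 0.05. Of these, 341 were higher and 431 lower in the high glucose group, and 86 were MSTRG rows. With Benjamini-Hochberg adjustment of the same test, 2303 genes had an adjusted p under 0.05, of which 1138 were higher and 1165 lower. Both limits together, an adjusted p under 0.05 and a fold change above 1.5, left 551 genes, 249 higher and 302 lower. Over all genes tested, the 5 high glucose libraries did not overlap the 5 control libraries in 2038 (13.6%), an arrangement that chance gives for 0.794% of genes. A limit of 1.5 on the absolute log2 fold change, chosen after seeing the data, moved the first count most, to 96. Among the alternatives set before, a linear model per gene on log2(FPKM + 1), without sharing of variances between genes, moved it most, to 280, while limma gave 303 genes on log2(FPKM + 1) and 711 on log2(FPKM + 0.1).

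The genes with the largest changes were drawn from 444 genes with both limits met, a mean of at least 1 CPM and no overlap between the groups. With all libraries, RSAD2, an interferon-induced gene, had the largest log2 fold change, -3.53, from 4.53 ± 5.04 CPM (counts scaled to the normalized size of each library) in the control group to 0.387 ± 0.137 in the high glucose group (SD, n = 5 each), with an SD in the control group larger than its mean. Without control replicate 3 it was -2.61, and with limma on log2(FPKM + 1) the gene did not pass (adjusted p = 0.123). The largest rises among these genes were those of TXNIP, ATP6V1C2 and PNLIPRP3. TXNIP, which glucose induces, rose from 0.978 ± 0.224 to 8.72 ± 2.76 CPM, a log2 fold change of 3.15 (standard error 0.249, adjusted p = 5.55e-05 from edgeR's quasi-likelihood test). ATP6V1C2, a subunit of the vacuolar proton pump, had a log2 fold change of 3.07 (adjusted p = 0.00169 from the same edgeR test), and 27.9% of the 100-base windows of its longest coding transcript also occur in transcripts of other genes, mainly of PDIA6, which overlaps it on the other strand. PNLIPRP3, a lipase-related gene, rose by 2.93 log2 units (adjusted p = 0.000139 from edgeR). The other genes of this list, apart from PDZK1, were all lower in the high glucose group. They were CMPK2, KRT13, LIMS2 and 2 MSTRG rows, with log2 fold changes between -3.15 and -2.24. That of CMPK2 was -1.45 without control replicate 3, and its adjusted p was 0.158 with limma on log2(FPKM + 1).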

Based on our sequencing results, combined with the RPE cell transcriptome (GSE160617) data of the primate early DR model (spontaneous type 2 diabetes combined with retinal functional changes), joint analysis screened out differentially expressed genes and found that PDZK1 expression was significantly reduced (Figure 1E). This result was verified in the RPE cell model (Figure 1F).

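PDZK1 (ENSG00000174827) lies on the minus strand of chromosome 1 from 145670852 to 145708148 (GRCh38, GENCODE release 29), and no other annotated gene overlaps it. Its reads were few: between 60 and 118 counts per control library and between 9 and 24 per high glucose library. Normalized for library size, PDZK1 was at 2.50 ± 0.711 CPM in the control group and 0.366 ± 0.106 in the high glucose group (SD, n = 5 each). The log2 fold change was -2.75 (standard error 0.286, adjusted p = 0.000182 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Every high glucose library lay below every control library (two-sided exact permutation test of log2 CPM, p = 0.00794, the smallest p that 5 against 5 libraries allow). The deposited FPKM values were 1.1 ± 0.31 in the control group and 0.16 ± 0.057 in the high glucose group (SD, n = 5 each).

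With each library left out in turn, the log2 fold change of PDZK1 stayed between -2.94 and -2.65. It was smallest in size, at -0.84, on the log2(FPKM + 1) scale, which understates the change of genes at such low values. By the size of its log2 fold change PDZK1 ranked 9 among the 551 genes with an adjusted p under 0.05 and a fold change above 1.5, while its mean level lay at percentile 12.1 of the genes tested. TXNIP changed the other way in every library, which checks the labels of the libraries, since no high glucose library reached as low as a control. A limit on the PDZK1 counts is the pseudogene PDZK1P1, at 147993862 to 148014956 on the same chromosome. Of the 100-base windows of the PDZK1 transcript PDZK1-202 (2230 bases, 9 exons), 53.4% also occur in PDZK1P1, so how the authors' counting assigned such reads affects the level of PDZK1.

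**Figure D1:**
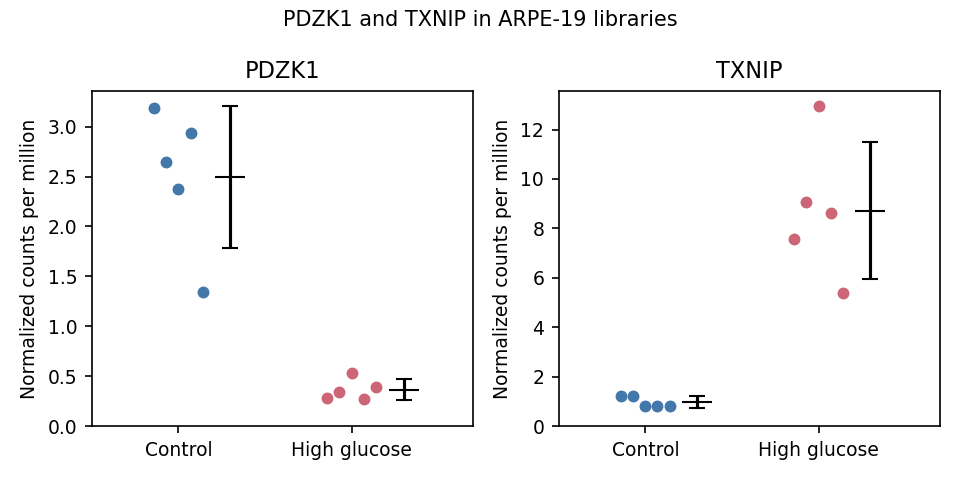
Normalized CPM of PDZK1 (left) and TXNIP (right) in ARPE-19 cells after 48 h. Each point is 1 library (n = 5 per group), and the black bar and whiskers give the mean and SD; for PDZK1 the control libraries lie between 1.35 and 3.18 and the high glucose libraries between 0.274 and 0.535.

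The paper combines these libraries with the transcriptome of RPE cells from a primate model of early DR, which was not analysed here, and from the joint analysis of Fig. 1E states that the expression of PDZK1 was reduced. The paper then measured the protein by Western blot in these cells (Fig. 1F) and took PDZK1 forward into its experiments on senescence.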

### 2.2 PDZK1 Inhibited High‐Glucose‐Induced RPE Cell Senescence and Transport Dysfunction

To clarify the role of PDZK1 in the senescence of RPE cells induced by high glucose, we performed both gain and loss‐of‐function studies. Overexpression of PDZK1 reversed high‐glucose‐evoked increases in p16, p21, p53, and SA‐β‐gal activity, together with the accompanying decrease in p‐Rb, in ARPE‐19 cells (**Figure** **2**A,C,D) as well as in human primary RPE cells (Figure S1A,B, Supporting Information). While Knockdown of PDZK1 further exacerbated the high‐glucose‐induced increase in p21 expression in RPE cells (Figure 2B). Similarly, overexpression of PDZK1 rescued RPE cell cycle arrest and decreased proliferation activity caused by high glucose (Figure 2H).

**Figure 2:**
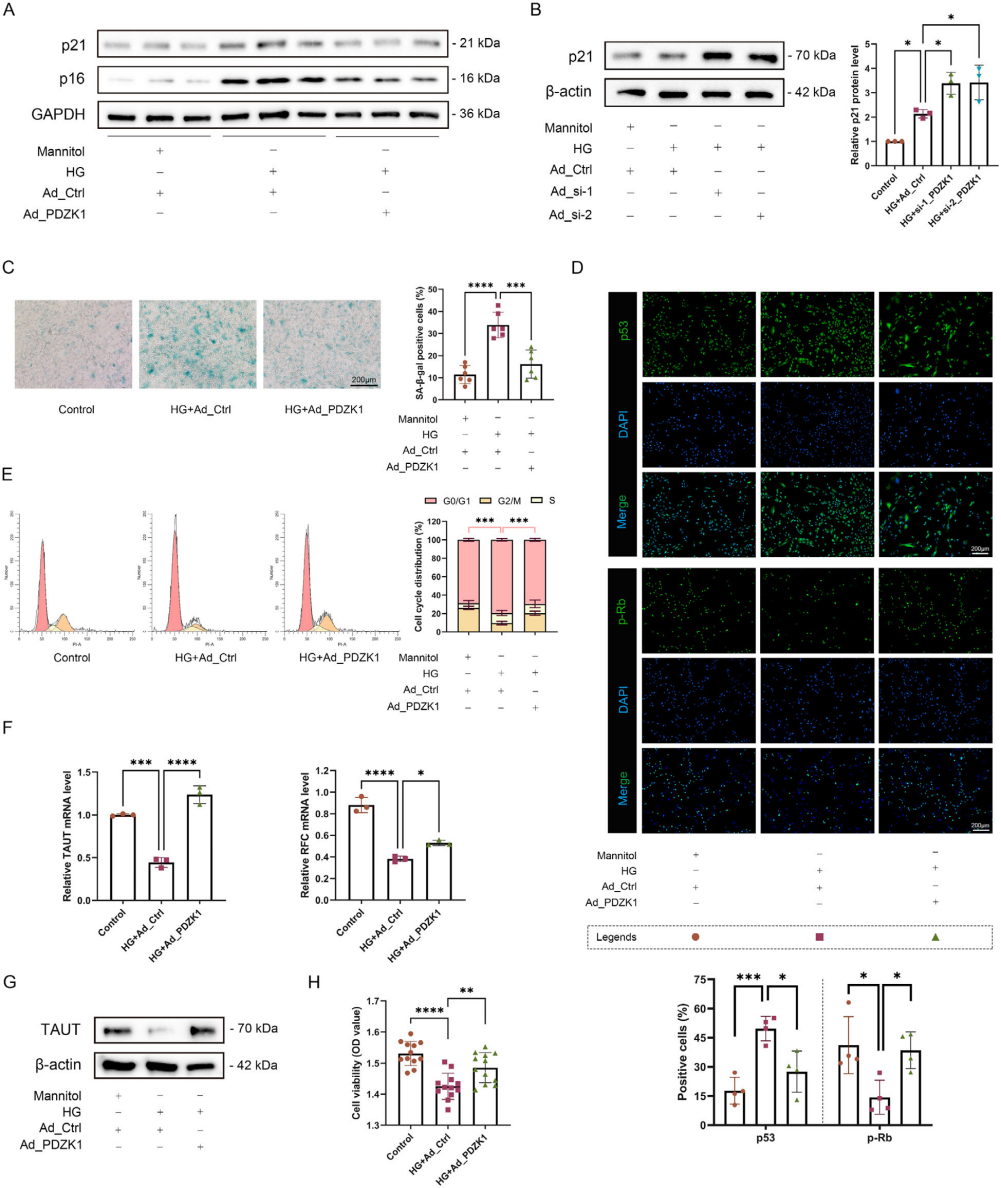
PDZK1 inhibited high‐glucose‐induced RPE cell senescence and transport dysfunction. The experimental groups included the control group (5.5mm glucose + 32mm mannitol + Ad_Ctrl), HG group (37.5mm glucose + Ad_Ctrl), PDZK1 overexpression group (37.5mm glucose + Ad_PDZK1) and PDZK1 knockdown group (37.5mm glucose + Ad_si‐1/2). A) Overexpression of PDZK1. Western blot analysis of p16 and p21 expression levels in ARPE‐19 cells, *n* = 3. B) Knockdown of PDZK1. Western blot analysis of p21 expression levels in ARPE‐19 cells, *n* = 3. C) Representative images of SA‐β‐gal staining in ARPE‐19 cells, *n* = 6. D) Immunofluorescence analysis of p53 and p‐Rb expression in ARPE‐19 cells from different experimental groups, *n* = 4. E) Flow cytometry analysis of ARPE‐19 cell cycle distribution and G0/G1 ratio, *n* = 3. F) qRT‐PCR analysis of TAUT and RFC mRNA expression levels in ARPE‐19 cells, *n* = 3. G) Western blot analysis of TAUT protein expression levels in ARPE‐19 cells, *n* = 3. H) CCK8 detection of ARPE‐19 cell viability, *n* = 12. All results were analyzed by one‐way ANOVA followed by Tukey's multiple comparison test. Data are expressed as mean ± SD. ^*^ *P* < 0.05, ^**^ *P* < 0.01, ^***^ *P* < 0.001, ^****^ *P* < 0.0001.

In addition, since cell senescence is usually accompanied by dysfunction, we found that the key transporters of RPE, taurine transporter (TAUT) and reduced folate carrier (RFC), were down‐regulated under high glucose stimulation, while overexpression of PDZK1 reversed this trend (Figure 2F,G). These results indicate that PDZK1 can alleviate high‐glucose‐induced senescence and a decrease in the transport function of RPE cells.

### 2.3 PDZK1 may Inhibit RPE Cell Senescence by Improving High‐Glucose‐Induced Oxidative Stress and Autophagy Dysfunction

SIPS are induced by various stressors.^[^ ^6^ ^]^ Oxidative stress and autophagy are not only closely related to cellular senescence, but are also one of the main pathogenic factors involved in the pathogenesis of DR.^[^ ^25^ ^]^ Therefore, we evaluated the reactive oxygen species (ROS) levels and changes in mitochondrial membrane potential in RPE cells under high glucose conditions, and found that overexpression of PDZK1 could alleviate the increase in ROS and depolarization of mitochondrial membrane potential caused by high glucose (**Figures** **3**A,B; S1C, Supporting Information). Interestingly, NRF2/HO‐1, as an important antioxidant stress pathway, was significantly activated under high glucose conditions (upregulation of NRF2, HO‐1 expression and increased NRF2 nuclear translocation), however, the total antioxidant capacity (T‐AOC) decreased; the overexpression group restored its T‐AOC while activating the NRF2/HO‐1 pathway (Figure 3C–E). The overall results show that high glucose stimulation can cause increased oxidative stress levels and reactive activation of the NRF2/HO‐1 antioxidant pathway in RPE cells, but the T‐AOC decreases. This trend can be reversed by the overexpression of PDZK1.

**Figure 3:**
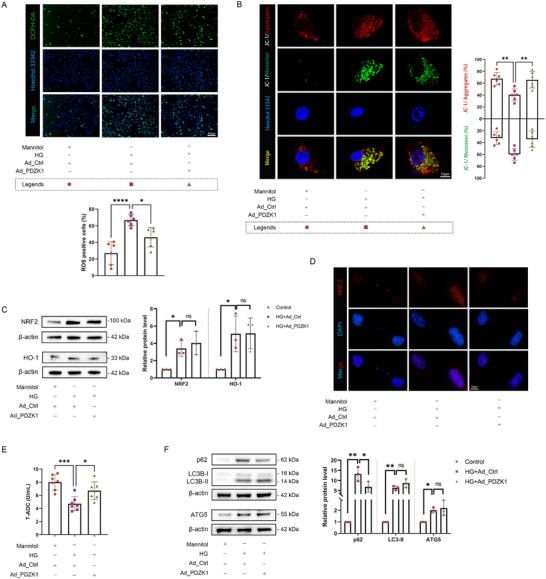
PDZK1 may inhibit RPE cell senescence by improving high‐glucose‐induced oxidative stress and autophagy dysfunction. A) ROS fluorescent probe DCFH‐DA was used to detect ROS levels in ARPE‐19 cells, *n*=6. B) Measurement of mitochondrial membrane potential changes in ARPE‐19 cells using JC‐1 fluorescent probe, *n* = 6. C) Western blot analysis of the expression of NRF2 and HO‐1 in ARPE‐19 cells, *n* = 3. D) Representative images of immunofluorescence assessment of NRF2 nuclear translocation in ARPE‐19 cells, n = 3. E) Total antioxidant capacity (T‐AOC) detection results of ARPE‐19 cells in different experimental groups, *n* = 7. F) Western blot analysis of p62, LC3B, and ATG5 expression in ARPE‐19 cells, *n* = 3. All results were analyzed by one‐way ANOVA followed by Tukey's multiple comparison test. Data are expressed as mean ± SD. ^*^ *P* < 0.05, ^**^ *P* < 0.01, ^***^ *P* < 0.001, ^****^ *P* < 0.0001.

Autophagy can maintain ROS levels at tolerable levels by clearing damaged mitochondria.^[^ ^25^ ^]^ The results of this experiment showed that the LC3B‐II/I ratio of RPE cells in the high glucose group was increased, and ATG5 was upregulated. However, p62 protein accumulated, which means that autophagy flux was impaired. At the same time, the PDZK1 overexpression group successfully increased autophagy flux to cope with high‐glucose‐induced oxidative stress (Figure 3F).

### 2.4 PDZK1 Alleviated High‐Glucose‐Induced RPE Cell Senescence by Inhibiting the mTOR Pathway

In order to explore the protective mechanism of PDZK1 on RPE cells under high‐glucose conditions, we performed Gene set enrichment analysis (GSEA) analysis on the high‐glucose group and the overexpression PDZK1 group, and the results showed that the mTOR pathway changed most significantly (**Figure** **4**A). The experimental results further confirmed that high glucose induced the up‐regulation of p‐mTOR and p‐S6K expression in RPE cells, and overexpression of PDZK1 alleviated this change; administration of the specific mTOR activator MHY1485 abolished the alleviation of the senescence phenotype mediated by overexpression of PDZK1(Figure 4B–D). Consistently, the decrease in ROS and increase in autophagic flux mediated by overexpression of PDZK1 were abolished after activation of the mTOR pathway by MHY1485 (Figure 4E–G). In general, these results indicate that PDZK1 alleviates high‐glucose‐induced cell senescence, oxidative stress, and impaired autophagy flux by inhibiting mTOR pathway activity.

**Figure 4:**
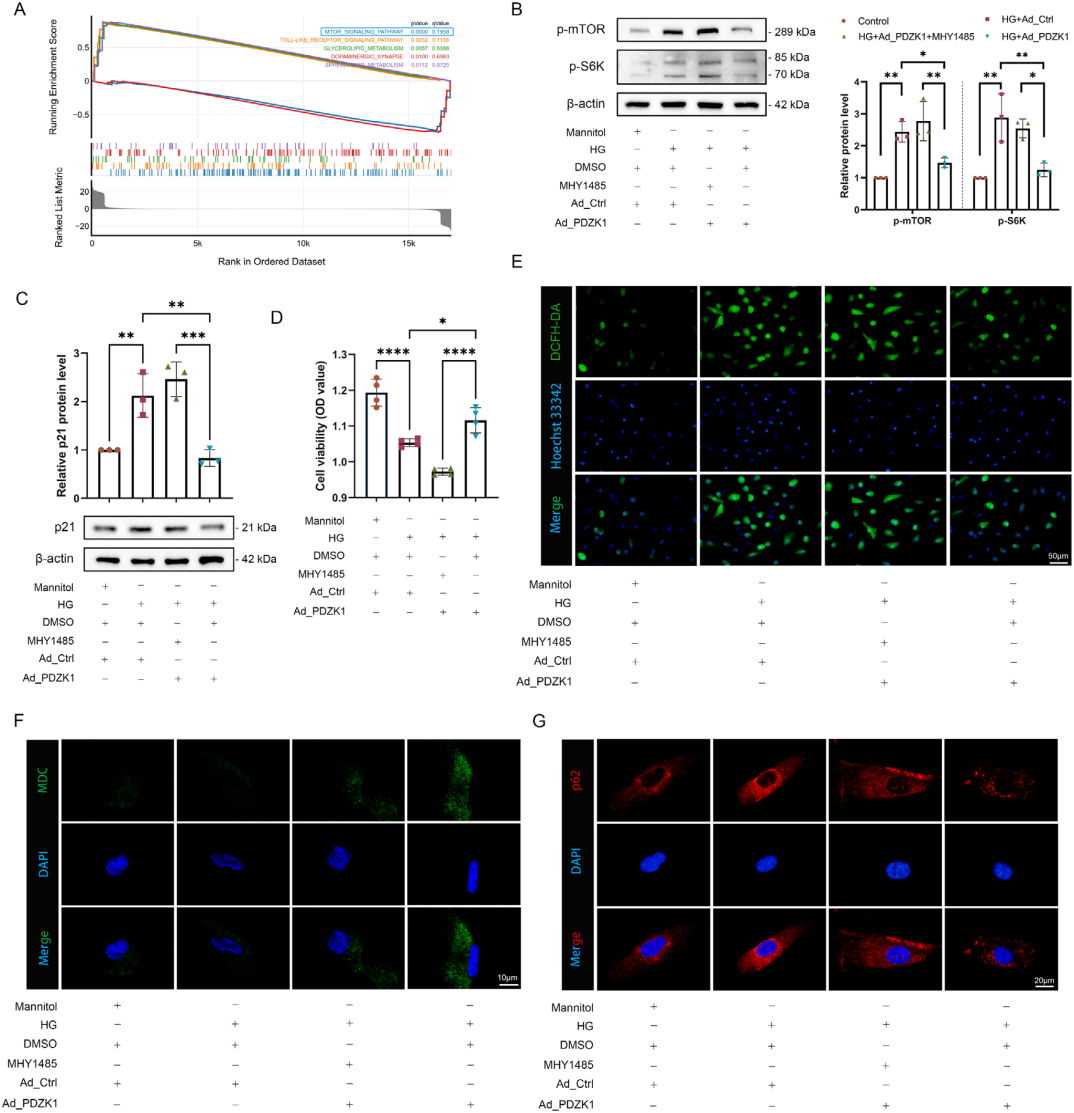
PDZK1 alleviated high‐glucose‐induced RPE cell senescence by inhibiting the mTOR pathway. A) GSEA analysis shows that the mTOR pathway changes significantly in PDZK1‐overexpressing ARPE‐19 cells compared with the HG group. B) Western blot analysis of p‐mTOR and p‐S6K expression levels in ARPE‐19 cells, *n* = 3. C) Western blot analysis of p21 expression levels in ARPE‐19 cells, *n* = 3. D) CCK8 detection of ARPE‐19 cell viability, *n* = 4. E) Representative images of ROS levels detected in ARPE‐19 cells using the ROS fluorescent probe DCFH‐DA, *n* = 3. F) Representative images of autophagy assessed using MDC fluorescent staining, *n* = 3. G) Representative images of immunofluorescence detection of p62 expression in ARPE‐19 cells, *n* = 3. All results were analyzed by one‐way ANOVA followed by Tukey's multiple comparison test. Data are expressed as mean ± SD. ^*^ *P* < 0.05, ^**^ *P* < 0.01, ^***^ *P* < 0.001, ^****^ *P* < 0.0001.

### 2.5 PDZK1 Interacts with 14‐3‐3ε to Regulate the mTOR Pathway

To further investigate the molecular mechanism by which PDZK1 regulates the mTOR pathway in RPE cells, we performed co‐immunoprecipitation coupled with mass spectrometry (Co‐IP/MS) analysis and identified 14‐3‐3ε (YWHAE) as a novel PDZK1‐interacting protein (**Figure** **5**A). To characterize this interaction, we conducted computational modeling of the predicted PDZK1–14‐3‐3ε interface using AlphaFold 3, which revealed key amino acids involved in protein‐protein interactions (Figure 5B).^[^ ^26^ ^]^ Subsequent co‐immunoprecipitation (co‐IP) assays confirmed the physical interaction between PDZK1 and 14‐3‐3ε in RPE cells (Figure 5C). Immunofluorescence revealed colocalization of PDZK1 and 14‐3‐3ε in human primary RPE cells (Figure 1E). The 14‐3‐3ε protein typically acts as a positive regulator of the mTOR pathway.^[^ ^27^, ^28^ ^]^ We further observed that overexpression of 14‐3‐3ε in RPE cells counteracted the inhibitory effects of PDZK1 on the mTOR pathway and the senescence phenotype (Figure 5D; Figure S1D, Supporting Information). These results indicate that PDZK1 protects against RPE cell senescence by targeting the 14‐3‐3ε‐mTOR pathway.

**Figure 5:**
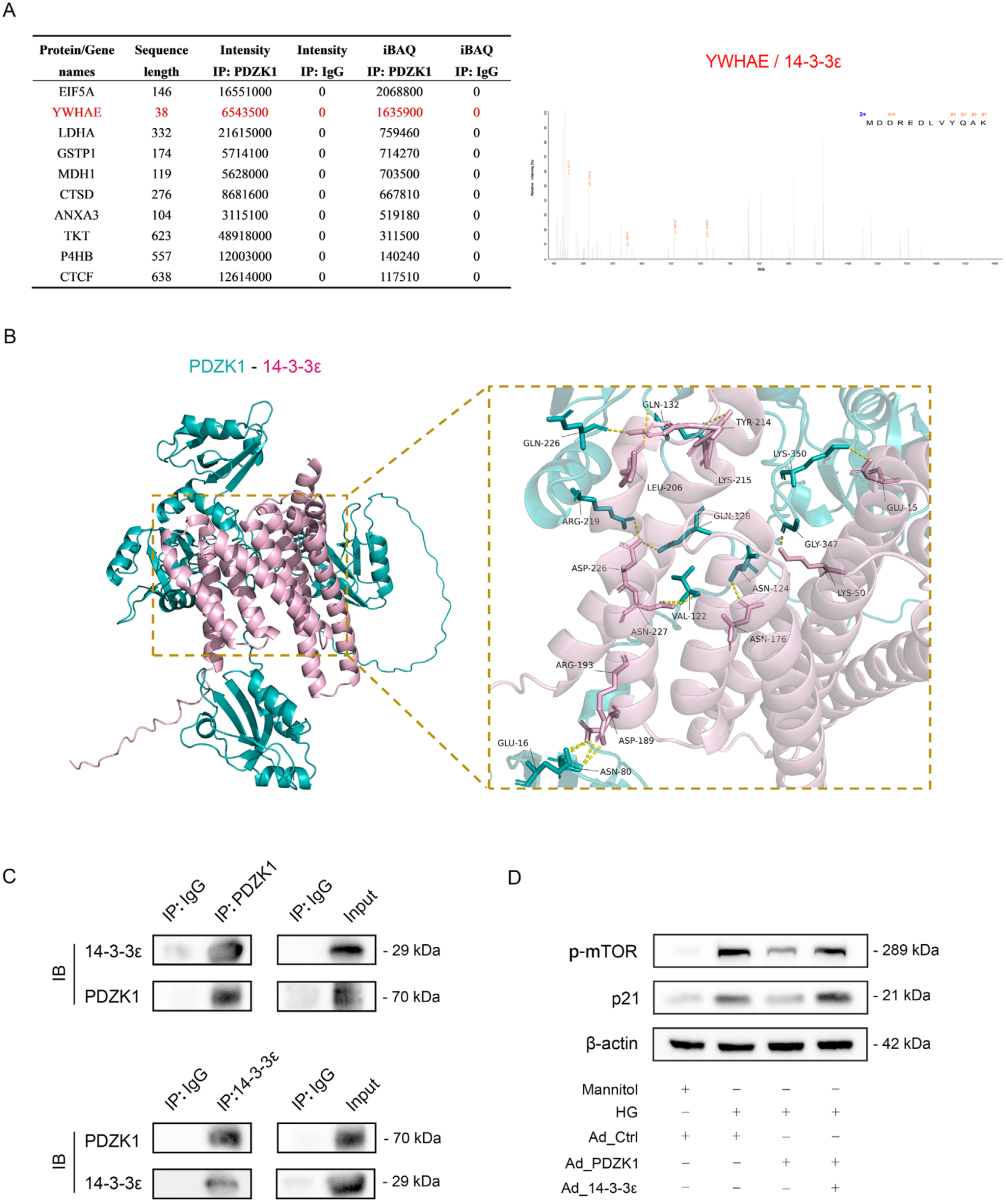
PDZK1 interacts with 14‐3‐3ε to regulate the mTOR pathway. A) Co‐immunoprecipitation (Co‐IP) of PDZK1 from ARPE‐19 cell lysates followed by liquid chromatography‐tandem mass spectrometry (LC‐MS/MS) identified 14‐3‐3ε (YWHAE) as a PDZK1‐binding partner. B) Structural prediction of PDZK1 (UniProtKB ID: Q5T2W1)‐14‐3‐3ε (UniProtKB ID: P62258) interaction using AlphaFold 3 (visualized with PyMOL). C) Co‐IP validation of PDZK1‐14‐3‐3ε interaction in ARPE‐19 cells, *n* = 3. D) Western blot analysis demonstrating the effects of PDZK1‐14‐3‐3ε interaction on mTOR pathway activation (p‐mTOR) and senescence phenotype (p21) in ARPE‐19 cells, *n* = 3.

### 2.6 Overexpression of PDZK1 Inhibited RPE Cell Senescence and Alleviated Early DR Lesions in Diabetic Mice

Based on the protective effect of PDZK1 in the high‐glucose‐induced RPE cell model, we established STZ‐induced diabetic mice as an early DR animal model for further verification. Consistent with the results of in vitro experiments, the RPE of the STZ group showed up‐regulation of p21 expression and activation of the mTOR pathway (up‐regulation of p‐S6K expression), and overexpressing PDZK1 alleviated these changes (**Figure** **6**A). Compared with the control group, the color fundus photos of mice in the STZ group showed blurred fundus blood vessels and more obvious punctate hyperfluorescent lesions in fundus autofluorescence, reflecting an increase in abnormal RPE cells. However, the above changes in the overexpression group were alleviated (Figure 6D). Further examination by optical coherence tomography angiography (OCTA) found that the the volume and average thickness of the retinal nerve fiber layer (RNFL) in diabetic mice were reduced, and the blood flow density of superficial capillary plexus layer (SCP) was also significantly reduced. Overexpression of PDZK1 also showed a protective effect gratifyingly (Figure 6B,C). The vascular leakage experiment showed that compared with the control group, no obvious fluorescence leakage was observed in the retina of the STZ group, but the vascular morphology was more tortuous and blurred, while the vascular morphology of the overexpression group was closer to the control group (Figure 6E). Similarly, Hematoxylin and eosin (HE) staining showed that the RNFL, inner nuclear layer (INL), and RPE layers of diabetic mice were disorganized or even missing compared with the control group, while the overexpression group alleviated the above lesions (Figure 6E).

**Figure 6:**
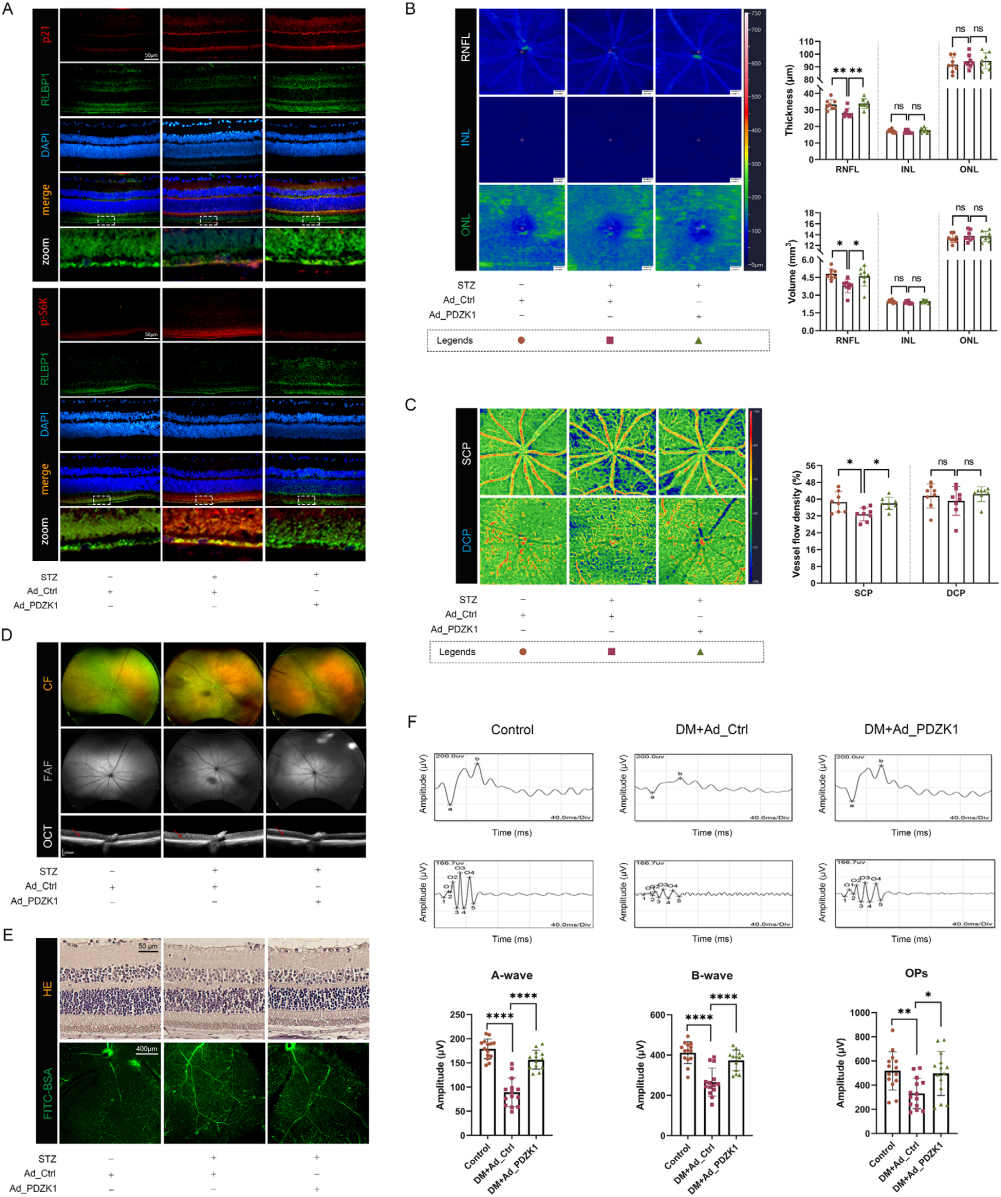
Overexpression of PDZK1 inhibited RPE cell senescence and alleviated early DR lesions in diabetic mice. (A) Immunofluorescence showed representative images of the localization and expression of RPE cell markers RLBP1 and p21, p‐S6K in the retina of mice in each group, *n* = 5. B) OCTA detected the average thickness and total volume of RNFL, INL, and outer nuclear layer (ONL) in the retina of mice in each group, *n* = 8. C) OCTA analysis of blood flow density of SCP and deep capillary plexus layer (DCP) in mouse retina, *n* = 8. D) Representative wide‐angle color fundus images (CF), fundus autofluorescence images (FAF), and OCT scan images of mice in each group (red arrows indicate density comparison of ONL in each group), *n* = 5. E) Representative images of mouse retinal sections after oxidative decolorization, HE staining, and intravenous injection of FITC‐BSA to detect retinal vascular leakage, *n* = 3. F) The amplitudes of a‐wave, b‐wave, and Ops of mice in each group were analyzed by visual electrophysiological examination (dark adaptation 3.0), *n* = 14. All results were analyzed by one‐way ANOVA followed by Tukey's multiple comparison test. Data are expressed as mean ± SD. ^*^ *P* < 0.05, ^**^ *P* < 0.01, ^***^ *P* < 0.001, ^****^ *P* < 0.0001.

Retinal electrophysiological changes are one of the early changes in DR. Here, we demonstrated that overexpression of PDZK1 can alleviate the decrease in a wave, b wave, and oscillatory potential wave volts in diabetic mice during the dark adaptation 3.0 examination (Figure 6F). Overall, these data indicate that overexpression of PDZK1 can inhibit RPE cell senescence and alleviate early DR lesions in structure and function in diabetic mice.

### 2.7 Nutlin‐3a Eliminated Senescent RPE Cells and Alleviated Early DR Lesions in Diabetic Mice

Nutlin‐3a is confirmed to be a senolytic that can target and eliminate senescent RPE cells.^[^ ^24^ ^]^ To explore the exact role of RPE cell senescence in DR, we administered intravitreal injection of Nutlin‐3a to STZ‐induced diabetic mice to eliminate senescent RPE cells (**Figure** **7**A) and observed its possible beneficial effects. Compared with the STZ group, the expression of p16 in the RPE of the Nutlin‐3a group was down‐regulated, and the levels of p21 and SASP (IL‐6, TNF‐α and HMGB1) in the retinal tissue were also reduced (Figure 7B). At the same time, it was surprisingly found that the fundus vascular morphology and punctate hyperfluorescent lesions were improved in diabetic mice treated with Nutlin‐3a, which means that Nutlin‐3a alleviated diabetes‐induced retinopathy (Figure 7C). HE staining of mouse retinas showed that Nutlin‐3a treatment could alleviate changes such as disordered arrangement and even deletion of RPE cells in diabetic mice (Figure 7C). OTCA examination showed that Nutlin‐3a alleviated the diabetes‐induced decrease in the thickness and volume of the RNFL layer (Figure 7D,E).

**Figure 7:**
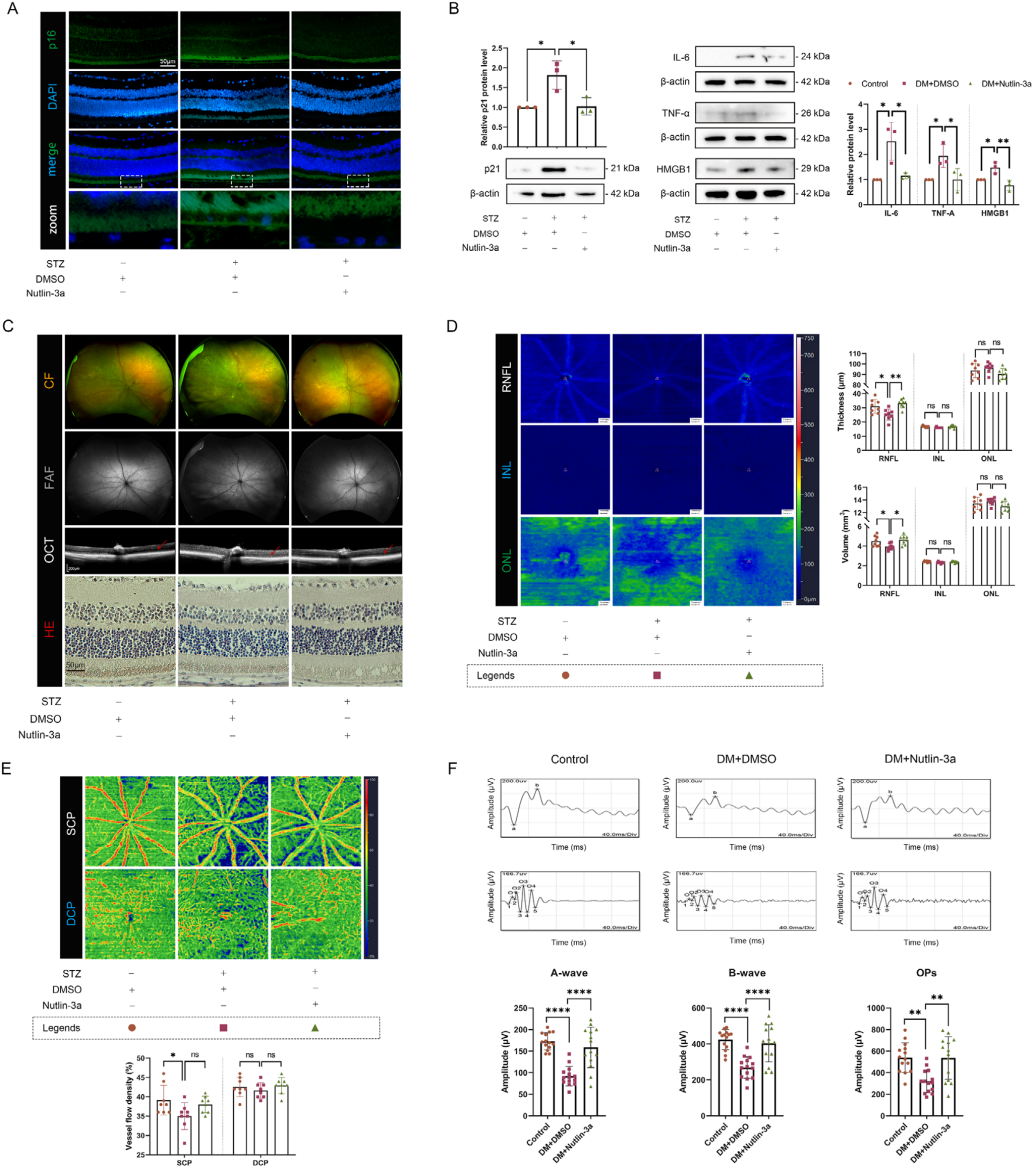
Nutlin‐3a eliminated senescent RPE cells and alleviated early DR lesions in diabetic mice. A) Representative images of immunofluorescence showing the localization and expression of p16 in the retina of mice in each group, *n* = 4. B) Western blot analysis of p21 and SASP (IL‐6, TNF‐α, and HMGB1) expression levels in mouse retinal tissue (including RPE/choroid complex), *n* = 3. C) Representative wide‐angle color fundus images (CF), fundus autofluorescence images (FAF), OCT scan images (red arrows indicate density comparison of ONL in each group), and retinal HE staining images of mice in each group, *n* = 4. (D) OCTA detected the average thickness and total volume of RNFL, INL, and ONL in the retina of mice in each group, *n* = 8. (E) OCTA analysis of blood flow density of SCP and DCP in mouse retina, *n* = 8. F) The amplitudes of a‐wave, b‐wave, and Ops of mice in each group were analyzed by visual electrophysiological examination (dark adaptation 3.0), *n* = 14. All results were analyzed by one‐way ANOVA followed by Tukey's multiple comparison test. Data are expressed as mean ± SD. ^*^ *P* < 0.05, ^**^ *P* < 0.01, ^***^ *P* < 0.001, ^****^ *P* < 0.0001.

In terms of retinal function, Nutlin‐3a can alleviate the decrease in a‐wave, b‐wave, and oscillatory potential wave volts in diabetic mice during the dark adaptation 3.0 examination (Figure 7F). Overall, these data indicate that Nutlin‐3a alleviates early DR pathology in diabetic mice by clearing senescent RPE cells.

## 3 Discussion

Retinal microcirculation disorder is an early characteristic of DR and an important link in the occurrence and development of DR. However, in contrast to the retinal circulation, the choroidal circulation supplies ≈85% of the retina's blood flow. And the RPE, as the key hub between the choroid and neural retina, plays a vital role in this process. In fact, RPE dysfunction not only precedes retinal vascular changes in the diabetic retina but also occurs before DR changes.^[^ ^29^ ^]^ Clinical electrooculogram study has shown that the RPE is very sensitive to changes in blood glucose.^[^ ^30^ ^]^ In vitro study has revealed that high glucose can induce ARPE‐19 cells' senescence in the short term (48 h), and cell senescence occurred before apoptosis (the result of long‐term high glucose damage).^[^ ^31^ ^]^ These results were similar to our observations in the high‐glucose‐induced RPE cell model and STZ‐induced diabetic mice. A new and interesting question is then what is the specific impact of RPE cell senescence on DR and the molecular mechanism?

Transcriptomic analysis suggested that PDZK1 is a potential key gene that drives the occurrence and development of DR in the early stages. Our results showed that knockdown of PDZK1 exacerbated high‐glucose‐induced senescence in RPE cells. In turn, overexpression of PDZK1 could significantly downregulate the expression of multiple senescence marker proteins and improve cell proliferation activity. Importantly, as a multifunctional membrane scaffolding protein, PDZK1 organizes transporters and regulates a variety of transporter functions, playing a crucial role in cell proliferation, differentiation, and ion transport. Taurine is the most abundant amino acid in the retina and is an important antioxidant molecule along with folic acid.^[^ ^32^, ^33^ ^]^ Studies have pointed out that taurine deficiency is a driving factor of aging, and taurine intake may alleviate the visual function decline of diabetic rats by activating TAUT.^[^ ^34^, ^35^ ^]^ Another study found that the expression and activity of RFC were significantly decreased in RPE cells of STZ‐induced diabetic mice.^[^ ^36^ ^]^ We found that TAUT and RFC in RPE cells were significantly down‐regulated under high‐glucose stimulation, and overexpression of PDZK1 alleviated this trend. Taken together, our results indicate that PDZK1 alleviates high‐glucose‐induced senescence and a decrease in transport function in RPE cells.

The free radical theory of aging emphasizes the role of ROS‐induced cell damage in promoting aging. Under hyperglycemic conditions, excessive accumulation of ROS induces mitochondrial damage, lipid peroxidation, and inflammation, further resulting in structural and functional alterations in the retina.^[^ ^37^ ^]^ Correspondingly, autophagy is an important biological process to respond to various stresses and maintain cellular homeostasis, and is also a potential target for anti‐aging treatment.^[^ ^38^, ^39^ ^]^ Studies have shown that autophagy maintains ROS levels at tolerable levels by removing partially depolarized mitochondria, and dysregulated autophagy may play a key role in the onset and progression of DR.^[^ ^25^ ^]^ In this study, we observed that under high glucose conditions, ROS levels and the proportion of depolarized mitochondria increased in RPE cells, accompanied by autophagy activation but impaired autophagy flux. These may be the more direct reasons for the senescence process of RPE cells induced by high glucose. After overexpressing PDZK1, the autophagy flux of RPE cells increased smoothly under high glucose conditions, and the level of oxidative stress also decreased. However, the mechanism by which PDZK1 reduces ROS remains incompletely understood. Our data suggest that PDZK1 may sustain cellular antioxidant capacity independently of the NRF2/HO‐1 pathway. Notably, previous studies have proposed that PDZK1 regulates OCTN transporters responsible for renal uptake of the antioxidants ergothioneine and L‐carnitine, thereby reducing renal ROS production.^[^ ^40^ ^]^ This suggests a potential parallel mechanism in RPE cells, where PDZK1 might enhance antioxidant defenses through transporter‐mediated pathways (possibly involving OCTN, TAUT, or RFC transporters).

GSEA analysis suggested that the above‐mentioned protective effects of PDZK1 are mediated through inhibition of the mTOR pathway, a conclusion further supported by experimental results in both RPE cells and diabetic mouse models. In the field of ophthalmology research, mTOR pathway activation plays an important role in high‐glucose‐mediated RPE cell damage.^[^ ^41^, ^42^ ^]^ Many evidences show that during the pathogenesis of DR, the activated mTOR pathway can inhibit autophagy, regulate apoptosis, and promote the expression of inflammatory factors.^[^ ^21^ ^]^ Recent research has indicated that inhibiting the mTOR and downstream S6K signaling pathways holds promise as a strategy for anti‐aging treatments.^[^ ^43^ ^]^

Further mechanistic investigations confirmed that PDZK1 physically interacts with 14‐3‐3ε, a key regulatory protein. The 14‐3‐3 protein family consists of highly conserved acidic proteins that play crucial roles in cellular signaling by binding and modulating the activity of their client proteins. Notably, dysregulation of 14‐3‐3 target proteins has been implicated in various human diseases, including DM and cancer.^[^ ^23^ ^]^ In our study, overexpression of 14‐3‐3ε in RPE cells effectively rescued PDZK1‐mediated suppression of mTOR signaling and cell senescence, suggesting that the PDZK1‐14‐3‐3ε‐mTOR axis plays a critical role in high‐glucose‐induced RPE cell senescence.

We adopted two strategies to further elucidate the relationship between RPE cell senescence and DR. On the one hand, we inhibited RPE senescence in diabetic mice by intravitreal injection of overexpressed PDZK1 lentivirus and observed early DR changes. Eliminating sources of SASP by removing senescent cells from tissues has been reported to improve tissue homeostasis and ameliorate multiple diseases.^[^ ^24^ ^]^ So on the other hand, we chose intravitreal injection of Nutlin‐3a to eliminate senescent RPE cells in diabetic mice. It was gratifying that both strategies have achieved positive therapeutic effects, including the down‐regulation of retinal senescence marker proteins, improvement of RNFL thickness and volume, etc. In particular, the improvement of retinal electrophysiology provided strong evidence that RPE cell senescence is involved in the occurrence of DR, and reveals the important role of PDZK1 in this process. Since the preliminary study adopted intravitreal injection, the protective effect observed above may not only be mediated by RPE cells, but may also involve the synergistic effect of other cell types. Further evidence is needed in the future to reveal the specific roles of PDZK1 and RPE cell senescence in DR.

**Figure** **8** presents a schematic summary of the key findings from this study. Our results demonstrate that PDZK1 ameliorates high‐glucose‐induced RPE cell senescence through modulation of the 14‐3‐3ε‐mTOR pathway, which is associated with attenuating oxidative stress and restoring autophagy flux. Importantly, we provide experimental evidence that targeting RPE senescence—specifically, PDZK1 overexpression to prevent RPE senescence and Nutlin‐3a administration to clear senescent cells—can effectively mitigate early DR pathology in diabetic mouse models. To our knowledge, this study represents the first direct demonstration that RPE cell senescence acts as a pathogenic contributor to the onset and progression of DR, thereby identifying novel therapeutic targets and strategies for DR intervention.

**Figure 8:**
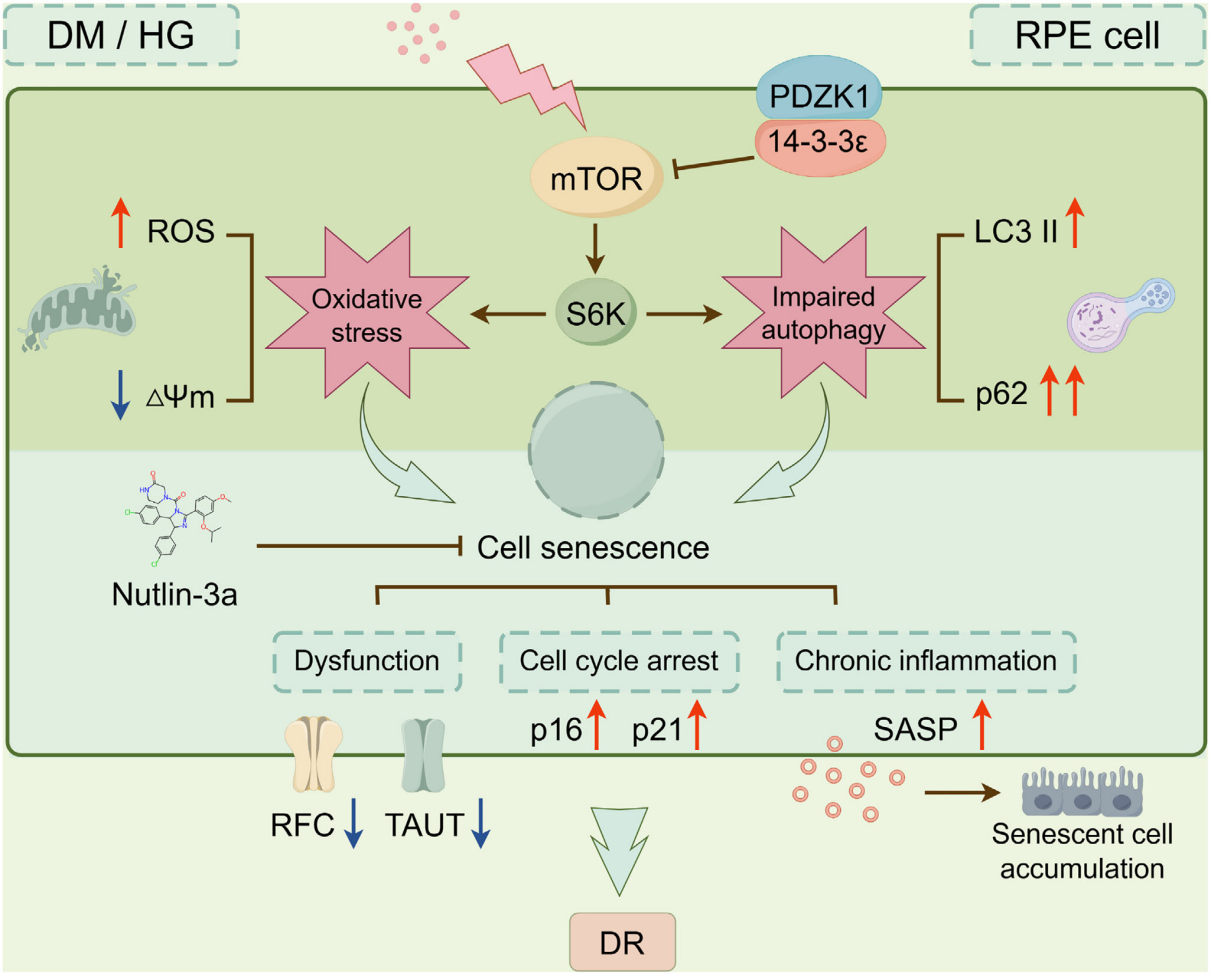
Schematic diagram: PDZK1 inhibits oxidative stress, impaired autophagy flux, and cell senescence by suppressing 14‐3‐3ε‐mTOR pathway in RPE cells, and Nutlin‐3a eliminates senescent RPE cells to mitigate early DR lesions.

## 4 Experimental Section

### Cell Culture and Transfection

The ARPE‐19 cell line (RRID: CVCL_0145) was obtained from the Cell Bank of the Chinese Academy of Sciences, and human primary RPE cells (HUM‐iCELL‐m011) were purchased from iCell Bioscience (Shanghai, China). Authentication was performed by short tandem repeat (STR) profiling, and all cells were verified mycoplasma‐free by the supplier. Cells were maintained in DMEM supplemented with 10% fetal bovine serum and 1% penicillin–streptomycin at 37 °C in a humidified 5% CO_2_ incubator. If there were no special instructions, cells were cultured at a 5.5 mm d‐glucose and 32 mM mannitol concentration for control, while 37.5 mM d‐glucose for high glucose (HG). The above‐mentioned culture conditions and centrifugation settings were applied throughout the study unless mentioned otherwise. Specifically, MHY1485 (MedChemExpress) was used at a working concentration of 5 µm.

The human PDZK1 overexpression lentivirus and control lentivirus were purchased from Tsingke Biotech. Cells were cultured to 50% confluence and transduced with lentivirus (MOI = 10) following the manufacturer's instructions. After 48 h of transduction, 4µg/ml‐1 puromycin was added to the culture medium for stable cell line selection.

The human PDZK1 and YWHAE overexpression plasmids were purchased from MiaoLing Plasmid Platform, and the human PDZK1 specific siRNA was obtained from KeyGEN BioTECH. 

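Without the TT overhangs, both siRNA sequences have 19 bases. The sequence of siRNA-1, GGAGCAAGGUUUGAGUGAU, matches bases 145686589 to 145686607 of chromosome 1 (GRCh38), in exon 3 of the 9 exons of transcript PDZK1-202 and within the coding sequence. The sequence of siRNA-2, GUCAAAUCAUCAAGGACAU, matches bases 145678627 to 145678645, in exon 6 and also within the coding sequence. Among the 7 annotated PDZK1 transcripts of GENCODE release 29, 4 hold the siRNA-1 site and 3 hold the siRNA-2 site. Both sequences also match transcripts of the pseudogene PDZK1P1 without a mismatch, at 148009455 to 148009473 and at 148001497 to 148001515 of the same chromosome, and no transcript of any other gene holds either one. In the ARPE-19 control libraries sequenced for Fig. 1E, the targeted gene was at a low level, with a median of 99 counts per library. The paper's knockdown group was in high glucose, where the sequenced libraries held fewer, between 9 and 24 counts. The siRNA-treated cells were not analysed here.

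**Figure D2:**
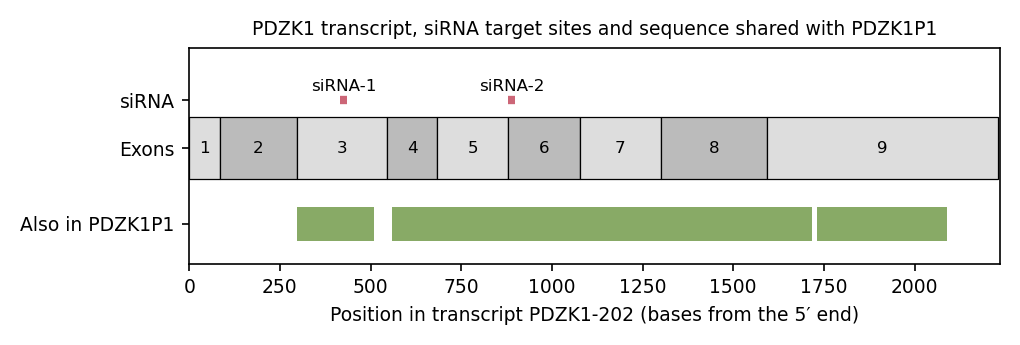
The 9 exons of PDZK1-202 drawn to scale along the transcript (bases from the 5′ end), with the target sites of siRNA-1 and siRNA-2 above and the stretches of at least 50 bases that PDZK1P1 also holds below. Both sites lie within shared stretches, in exon 3 and exon 6.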

Transfections were performed using the KeygenMax 3000 Transfection Reagent (KeyGEN BioTECH) according to the manufacturer's instructions. The siRNA sequences were as follows (5’→3’):

PDZK1 siRNA‐1: GGAGCAAGGUUUGAGUGAUTT;

PDZK1 siRNA‐2: GUCAAAUCAUCAAGGACAUTT.

### Animals

Eight‐week‐old male C57BL/6J mice were purchased from Guangzhou Ruige Biological Technology Co.,Ltd. The Southern Medical University Committee Animal Care and Use Committee approved all protocols in this study. Diabetes was induced by intraperitoneal injection with 55 mg/kg streptozotocin (Sigma) dissolved in sodium citrate buffer (pH = 4.5) for 5 consecutive days, whereas control mice were treated with sodium citrate buffer only. One week later, the blood glucose level was determined, and readings ≥16.7 mM were considered to indicate diabetes.

The mouse PDZK1 overexpression lentivirus and control lentivirus were obtained from KeyGEN BioTECH. One week post‐diabetes induction, mice were anesthetized by intraperitoneal injection of 2% tribromoethanol (300 mg kg^−1^) and then administered an intravitreal injection of 1 µL lentivirus every month or 20 ng µL^−1^ Nutlin‐3a (Macklin) every week using the 33‐gauge Hamilton microsyringe. The Mice were sacrificed 16 weeks after the first intraperitoneal injection.

### Antibodies

Anti‐GAPDH (P30008M, Abmart), anti‐β‐actin (EM21002, HUABIO), anti‐p16 (10883‐1‐AP, ProteinTech), anti‐p21 (HA500005, HUABIO), anti‐p53 (ET1602‐38, HUABIO), anti‐p‐Rb (ET1602‐36, HUABIO), anti‐NRF2 (HA721432, HUABIO), anti‐HO‐1 (HA721854, HUABIO), anti‐p62 (T55546F, Abmart), anti‐LC3B (T55992F, Abmart), anti‐ATG5 (T55766F, Abmart), anti‐p‐mTOR (T56571F, Abmart), anti‐p‐S6K (HA721803, HUABIO), anti‐14‐3‐3ε (JC821430S, Abmart), anti‐RLBP1 (MG343186S, Abmart), anti‐IL‐6 (TD6087, Abmart), anti‐TNF‐α (WL01581, Wanleibio), anti‐HMGB1 (10829‐1‐AP, ProteinTech), anti‐PDZK1 (10507‐2‐AP, ProteinTech), HRP Conjugated Goat anti‐Rabbit IgG (HA1001, HUABIO), HRP‐conjugated Goat Anti‐Mouse IgG (SA00001‐1, ProteinTech), iFluor™ 488 Conjugated Goat anti‐rabbit IgG (HA1121, HUABIO), Multi‐rAb CoraLite® Plus 555‐Goat Anti‐Mouse Recombinant Secondary Antibody (RGAM003, ProteinTech).

### Western Blot Analysis

Cell or tissue samples were lysed in RIPA buffer containing protease inhibitors and phosphatase inhibitors. Protein concentrations were measured with the BCA protein assay kit (ThermoFisher). Proteins were separated on 4–20% precast PAGE Gel (KeyGEN BioTECH) and transferred to PVDF membranes (Millipore). The membranes were blocked with 5% nonfat milk, followed by overnight incubation with primary antibodies at 4 °C. After washing, Secondary antibodies were incubated for 1 h at room temperature. The protein bands were visualized with the ECL Super Signal (GBCBIO) and the Tanon Imaging System. The gray scale analysis of immunoblots was quantified with Image J software. And the relative levels of target proteins were normalized by GAPDH or β‐actin. The Co‐Immunoprecipitation Kit was purchased from Abmart (Shanghai, China) and used according to the manufacturer's protocol.

### CCK‐8 Assay

According to the manufacturer's protocol, cells were seeded at a density of 2 × 10^3^ into 96‐well plates and incubated for 24h. Then, a stimulator with specific drugs was administered to the cells, and incubation was continued for another 48h. Fresh medium containing 10% CCK‐8 solution (GBCBIO) was replaced and incubated for 1–2 h at 3 °C and then read at 450 nm with a microplate reader.

### SA‐β‐Gal Assay

The SA‐β‐gal positive cells were measured using a senescence β‐gal staining kit (Beyotime). In brief, cells were washed with PBS and subsequently fixed for 15 min at room temperature using the fixation solution provided in the kit. The cells were rinsed again with PBS and then incubated overnight at 37 °C with the working solution. Images were acquired under an inverted microscope (Olympus).

### Cell‐Cycle Analysis

Cells were collected and fixed in 70% precooled ethanol overnight at 4 °C. After washing off the fixing solution with PBS, the cells were incubated with PI/RNaseA staining working solution from the Cell Cycle Detection Kit (KeyGEN BioTECH) in the dark at room temperature for 30–60 min. Subsequently, cell cycle analysis was performed using the BD FACSVerse flow cytometer and Modfit LT software.

### Quantitative Real‐Time PCR

Total RNA from cell sampels was isolated using TRIzol reagent and reversed to cDNAs using HiScript III RT SuperMix for qPCR (+gDNA wiper) (Vazyme). Analysis of mRNA levels was performed using ChamQ SYBR qPCR Master Mix (Vazyme) by a LightCycler 96 System (Roche). 

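The paper gives a primer pair each for GAPDH, for RFC (gene symbol SLC19A1) and for TAUT (gene symbol SLC6A6), which were compared with the human transcripts of GENCODE release 29. The RFC primers ACCATCGTCAAGACCATCATCAC and ATGGACAGGATCAGGAAGTACAC match SLC19A1 without a mismatch and bound an amplicon of 110 bases from exon 5 to exon 6 of transcript SLC19A1-201, on chromosome 21. The TAUT primers GGTGCGTTTCTCATACCGTATTT and AGACATTCAGGAGGGACACAATT match SLC6A6 without a mismatch and bound 181 bases from exon 3 to exon 5 of transcript SLC6A6-210, on chromosome 3. For the GAPDH pair, the forward primer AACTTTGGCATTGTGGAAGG has 2 mismatches to the closest site in any of the 11 annotated GAPDH transcripts, and the reverse primer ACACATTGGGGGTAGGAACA has 5. The forward primer matches transcripts of ANKRD46 and the pseudogene GAPDHP62 exactly, and the reverse primer matches no annotated human transcript exactly. Transcripts of other species were not searched. The cells measured by this method were not analysed here.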

Relative mRNA levels were calculated using the ∆∆Ct method by normalizing with GAPDH. Specific primers obtained from Tsingke Biotech for the target gene were as follows:

**Table:** 

GAPDH	Forward: 5’‐AACTTTGGCATTGTGGAAGG‐3’ Reverse: 5’‐ACACATTGGGGGTAGGAACA‐3’
RFC	Forward: 5’‐ACCATCGTCAAGACCATCATCAC‐3’ Reverse: 5’‐ ATGGACAGGATCAGGAAGTACAC‐3’
TAUT	Forward: 5’‐GGTGCGTTTCTCATACCGTATTT‐3’ Reverse: 5’‐ AGACATTCAGGAGGGACACAATT‐3’

### RNA‐seq and LC‐MS/MS

RNA‐seq library construction and sequencing were completed by TsingKe Biotech. LC‐MS/MS analysis of immunoprecipitated PDZK1 complexes was performed by Bioprofile Technology.

### Detection of ROS Fluorescence

Using the Reactive Oxygen Species Assay Kit (KeyGEN BioTECH), 1ml DCFH‐DA working solution was added per well of a six‐well plate after removing the cell culture medium and washing the cells twice with PBS. The cells were incubated at 37 °C for 20 min, washed three times with serum‐free culture medium. Fluorescence was measured on an inverted fluorescence microscope. For flow‐cytometric analysis, harvested cells were incubated with 10 µm DCFH‐DA at 37 °C for 20 min, washed three times, resuspended in serum‐free medium, and analyzed for fluorescence intensity on a BD FACSVerse flow cytometer.

### Measurement of Mitochondrial Membrane Potential

Mitochondrial membrane potential (ΔΨm) was measured by the JC‐1 mitochondrial membrane potential assay kit (KeyGEN BioTECH). Briefly, cells were seeded in a confocal dish, and after treatment, the detection of ΔΨm was performed following the protocol of JC‐1 kit. The fluorescence of JC‐1 was observed under a FluoView FV1000 confocal microscope (Olympus).

### Detection of Autophagosomes

According to the manufacturer's protocol, autophagosomes in cells were visualized by monodansylcadaverine (MDC) staining using the Autophagy Detection Kit (KeyGEN BioTECH).

### T‐AOC Assay

The cultured cells were digested with trypsin and centrifuged at 1500 rpm for 10 min. The supernatant was discarded, and the cell pellet was retained. To each tube, 0.5 mL of normal saline was added to prepare a cell suspension with a concentration of 10^7^ ml^−1^. Subsequently, the cell suspension was sonicated using an ultrasonic homogenizer. The reaction system was configured according to the instructions of the T‐AOC Detection Kit (KeyGEN BioTECH), and the experiment was carried out. Finally, the T‐AOC was analyzed by measuring the absorbance of each tube and calculating based on the formula provided in the instructions. At 37° C, an increase of 0.01 in the absorbance value of the reaction system per minute per milliliter of sample is defined as one unit of total antioxidant capacity (U).

### Ultra‐Wide‐Field Retinal Images Acquisition and Analysis

Ultra‐wide‐field swept‐source optical coherence tomography angiography (UWF‐SS‐OCTA, TowardPi Medical Technology Co., Ltd., Beijing, China) was performed using a 12 × 12 mm^2^ scan pattern centred around the optic nerve head (ONH) to collect OCT or vascular images of the retina. The following layers and parameters were automatically measured and analysed using the default software of the device, and any errors were manually corrected if necessary: the volume and average thickness of retinal nerve fiber layer (RNFL), inner nuclear layer (INL) and outer nuclear layer (ONL); the vessel flow density of the superficial capillary plexus layer (SCP, from the inner limiting membrane to the inner plexiform layer (IPL)) and the deep capillary plexus layer (DCP, from the IPL to the outer plexiform layer).

Wide‐angle color fundus photography and autofluorescence images were acquired using the Optos 200 Tx (Optos PLC, Dunfermline, United Kingdom).

### Electroretinography

After overnight dark adaptation, mice were anesthetized (65 mg kg^−1^ pentobarbital sodium), the cornea was anesthetized (1% proparacaine hydrochloride), and the pupils were dilated. Mice were placed on a temperature‐regulated heating pad throughout each recording session.

The flash electroretinography (FERG) items, including dark‐adaptation 3.0 response and dark‐adaptation 3.0 oscillatory potential response, were evaluated using the Visual Electrophysiology System (GT‐2008V, GOTEC, China).

### Histology and Immunofluorescence

Mice were euthanized, and eyeballs were removed and fixed in FAS Eye fixative (Servicebio) for 24h. Tissue sections of 4 µm were prepared as described previously.^[^ ^44^ ^]^ Before HE staining, 0.25g mlsampels decolorizing solution prepared from disinfection tablets (Lionser) in PBS was added to the tissues until RPE became colorless. HE Stain Kit (Solarbio) was subsequently used to perform the following the manufacturer's instructions.

The tissue immunofluorescence procedure followed the methods described previously.^[^ ^44^ ^]^ With the exception that antigen retrieval was performed by immersing the slides in Tris‐EDTA buffer (pH 9.0) at 65 °C for 6h.

For cell immunofluorescence staining, the cells were washed with phosphate‐buffered saline (PBS) and fixed with 4% paraformaldehyde for 20 min after treatment. Then, cells were solubilised with 0.4% Triton X‐100 at room temperature for 30 min. After washing three times with PBS, the cells were incubated overnight at 4 °C with primary antibodies, followed by incubation with corresponding second antibodies. Images were captured under a fluorescence microscope.

### Blood‐Retinal Barrier Leakage

Mice were injected with FITC‐BSA (80 mg µl^−1^, Solarbio) via the tail vein. After 15 min, the mice were sacrificed, and eyeballs were enucleated and immediately fixed in 4% paraformaldehyde for 20 min. Retinal whole mounts were then prepared and examined under a fluorescence microscope.

### Statistical Analysis

All experimental data are expressed as the mean ± SD of at least three independent experiments. Statistical analyses were performed using a two‐tailed Student's *t*‐test or one‐way ANOVA followed by Tukey's test in Prism 9 (GraphPad, Boston, MA, USA). *P* < 0.05 was considered significant.

## Conflict of Interest

The authors declare no conflict of interest.

## Supporting information

Supporting Information

## Data Availability

The data supporting this study are openly available in the NCBI GEO database under accession numbers GSE304690 and GSE304545. The data supporting this study are openly available at:
GSE304690:
https://urldefense.com/v3/__http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE304690__;!!N11eV2iwtfs!pEQeT2NwqiKleYkNPGUeEgoOjX4g-QxnVzpjXxRvzUfv02QYGFOkrV1-X2sWfmRyjeNBUPFjjV5hXUJqPZKu$
GSE304545:
https://urldefense.com/v3/__http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE304545__;!!N11eV2iwtfs!pEQeT2NwqiKleYkNPGUeEgoOjX4g-QxnVzpjXxRvzUfv02QYGFOkrV1-X2sWfmRyjeNBUPFjjV5hXdi0TLlh$ All other supporting data are available upon reasonable request.

# Supplementary material for: PDZK1 Protects Against RPE Senescence by Targeting the 14‐3‐3ε‐mTOR Axis to Attenuate Early Diabetic Retinopathy
**Source:** Adv Sci (Weinh). 2025 Aug 25;12(43):e11288. doi: 10.1002/advs.202511288
**Supplement:** Supplementary file 1 — Supporting Information

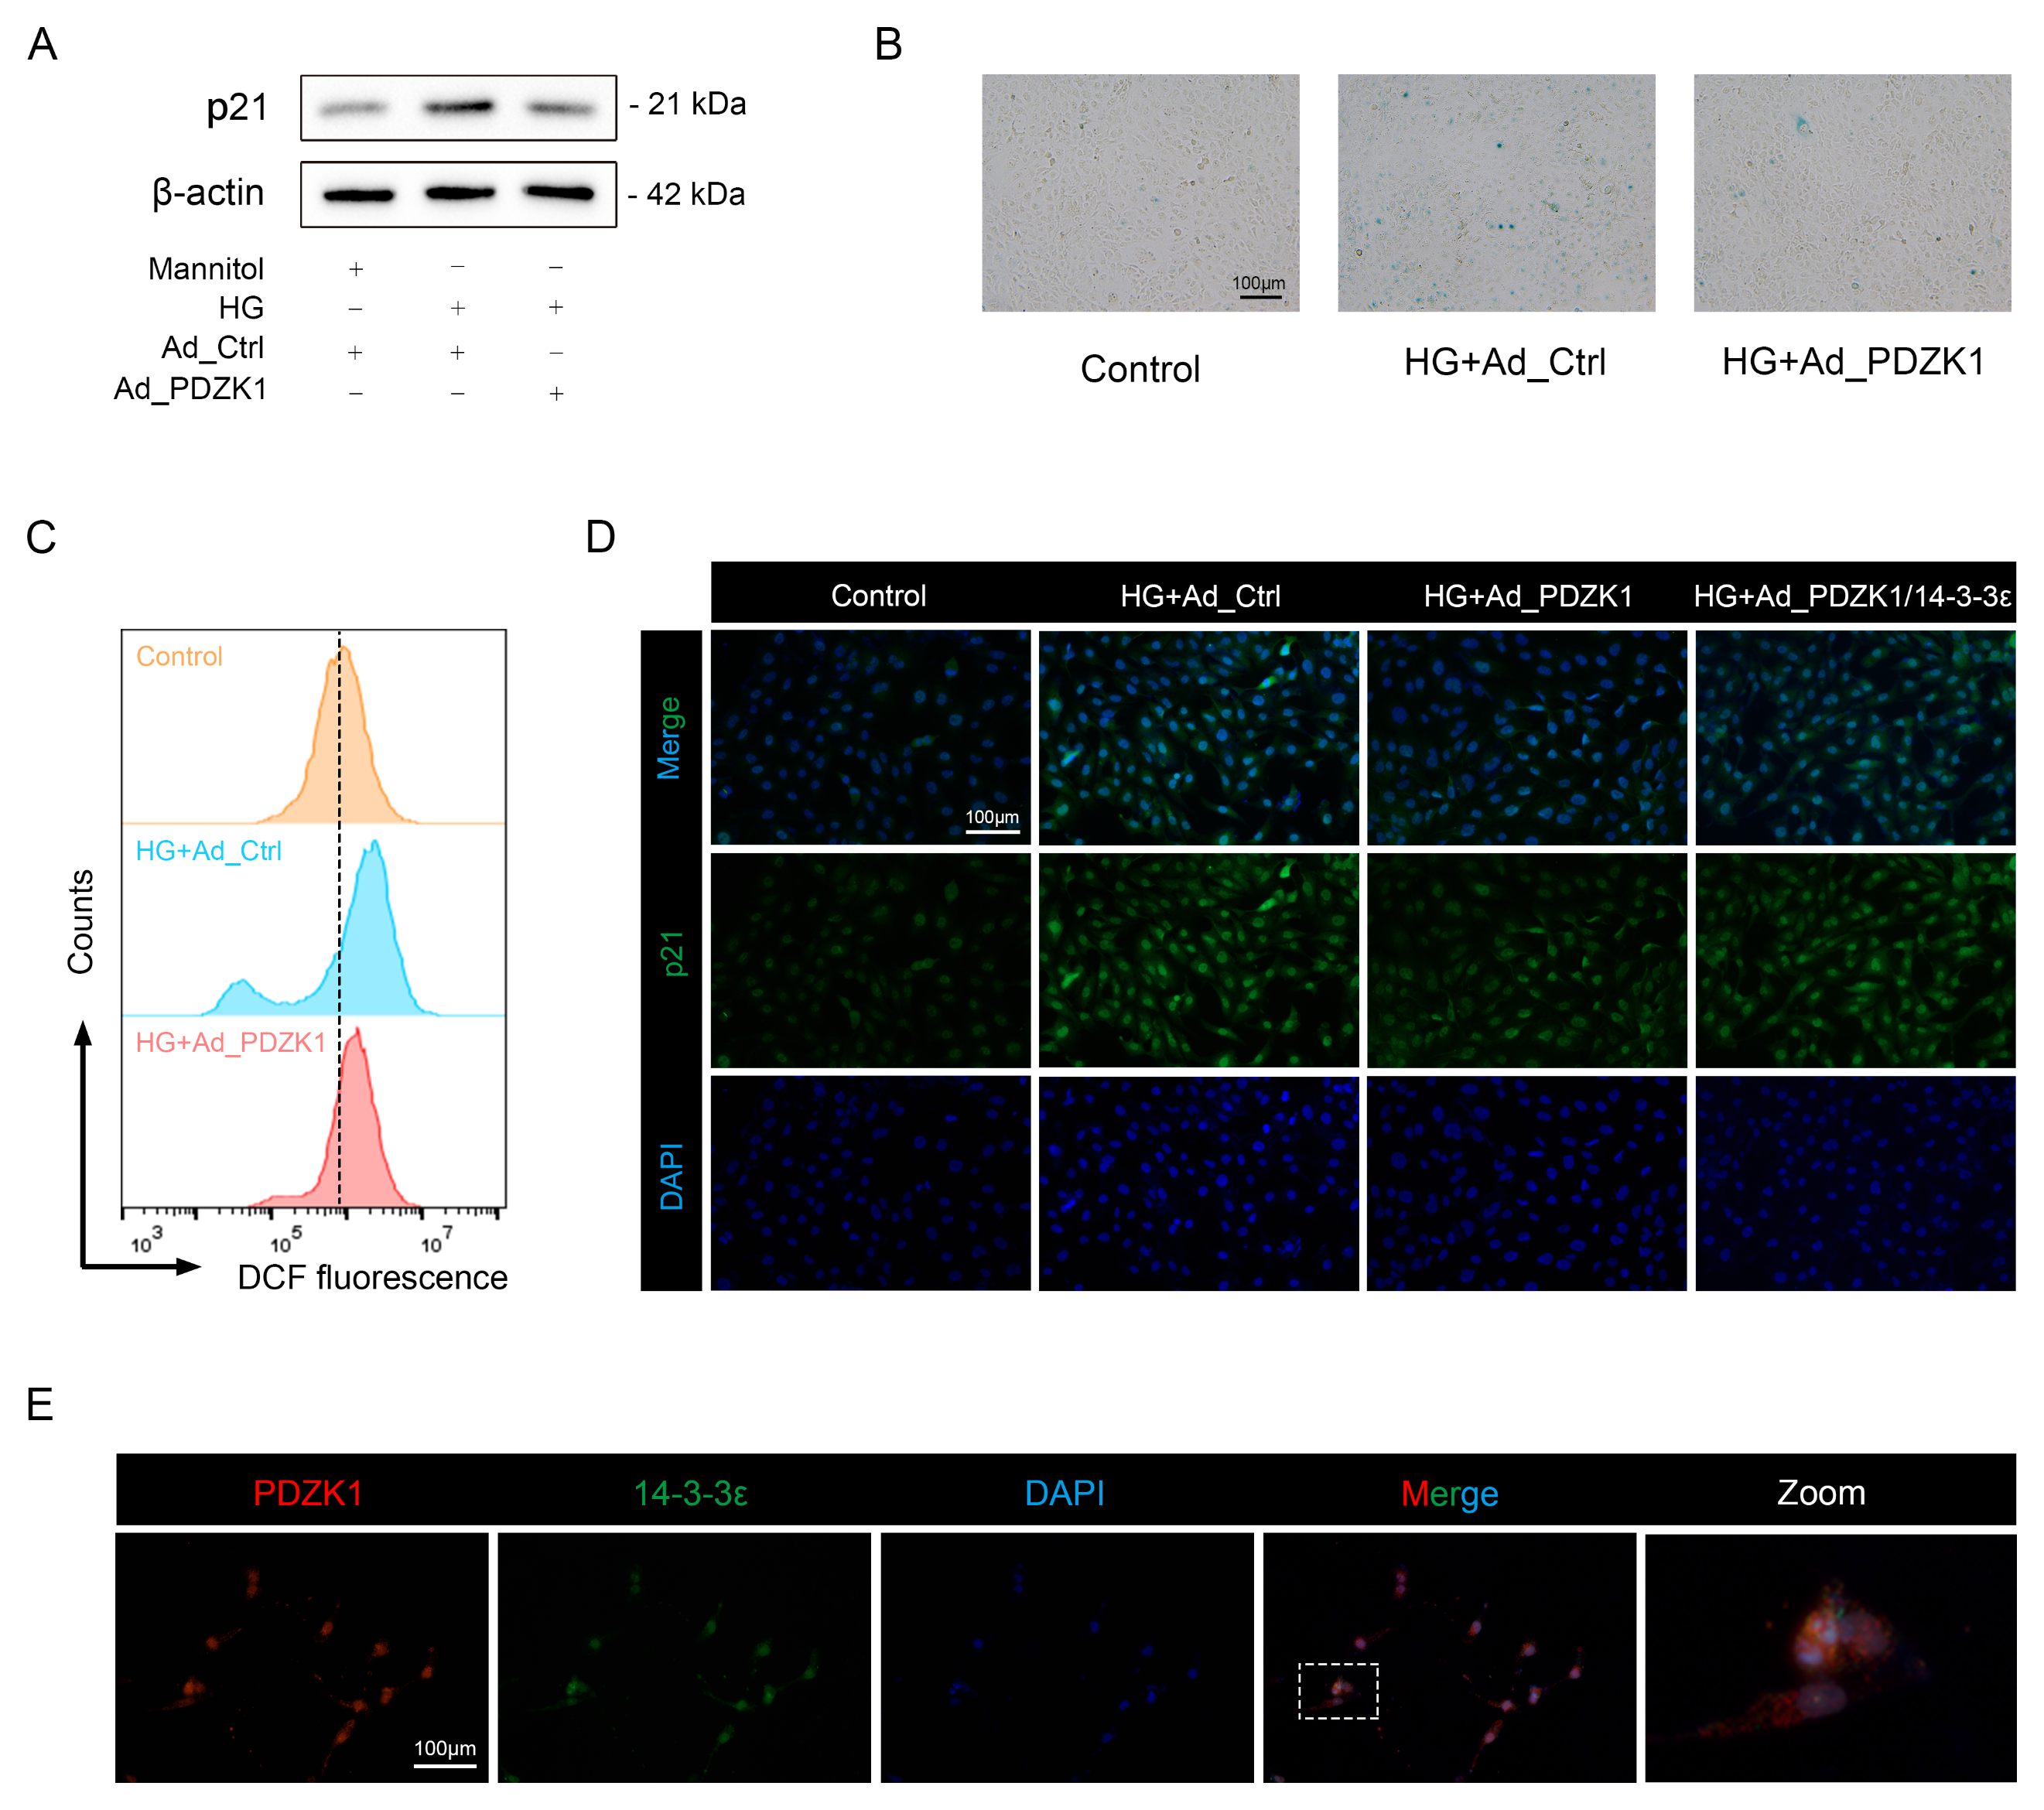

**Figure S1.** (A) Western blot analysis of p21 protein expression levels in human primary RPE cells. (B) Representative images of SA-β-gal staining in human primary RPE cells. (C) Flow-cytometric quantification of intracellular ROS using the DCFH-DA probe in human primary RPE cells. (D) Representative images of immunofluorescence assessment of p21 in human primary RPE cells. (E) Immunofluorescence colocalization of PDZK1 and 14-3-3ε in human primary RPE cells. All experiments were performed with a minimum of three biological replicates.

How the deposited data were processed for this re-analysis (not part of the article)

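RNA of ARPE-19 cells was sequenced after 48 h in control medium (5.5 mM glucose + 32 mM mannitol, n = 5) or high glucose medium (37.5 mM, n = 5). The authors deposited one table of read counts, whole numbers per gene and library without normalization, and one table of FPKM values of the same libraries, which the authors had divided by transcript length and library size. The paper states that library construction and sequencing were done by a company, and its text gives no aligner, counting program, genome build, annotation or tool for the comparison. Its general statistics section names tests on groups of values and a limit of 0.05 and leaves out how many genes were tested and whether p was adjusted. Both tables hold 22626 rows, matched between the tables by gene identifier. Of the 20463 Ensembl identifiers, 20232 were found in GENCODE release 29, 19705 of them as protein-coding genes, and 1012 rows with an Ensembl identifier have no gene symbol. Rows named MSTRG held between 1.34% and 1.65% of the counts of a library. The pseudogene PDZK1P1 has no row. Among 10414 rows with at least 200 counts in every library, the ratio of count to FPKM, after scaling each library, varied by less than 10% between libraries in 69.2%, so the FPKM values are not a fixed multiple of these counts for the remaining rows.

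From the counts, the comparison used R 4.3.3 with edgeR 4.0.16: the default filter on low counts, TMM normalization and the quasi-likelihood test, over 14936 rows and with Benjamini-Hochberg adjustment over all of them. Log2 CPM used a prior count of 2. PDZK1 was also tested with an exact permutation test over the 252 arrangements of the 10 libraries. Gene sets were tested with camera from limma 3.58.1 at its preset correlation of 0.01, over 13 sets written from general knowledge before the data were examined: senescence markers and secreted factors, proliferation, NRF2 targets, autophagy and lysosome, mTOR pathway members, sterol synthesis, amino acid stress (targets of the transcription factor ATF4), glycolysis, osmotic response (targets of NFAT5), extracellular matrix, RPE identity and interferon response, with 1 further set. That set and 1 gene are counted in the totals and not otherwise reported here. Genes named in the text are those the paper names, some of them only for other tissues, and TXNIP and ARRDC4 as checks of the labels. Added to these are the 10 genes with the largest absolute log2 fold change among those with an adjusted p under 0.05, a fold change above 1.5, a mean of at least 1 CPM and no overlap between the groups. This rule was fixed before the data were examined, and any other gene named was chosen after its values were seen.

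The alternatives fixed in the same way were DESeq2 1.42.0, RLE size factors, library size alone, no filter (at least 1 count in total), at least 10 counts in every sample, the likelihood ratio test, limma on log2(FPKM + 1), on log2(FPKM + 0.1) and on genes with a mean FPKM of at least 1, a linear model per gene without moderation, 1 surrogate variable from sva 3.50.0, each library left out in turn, and for gene sets fry and camera with an estimated correlation. Added after seeing the data were a correction of each library's trend on GC content and transcript length (lowess with a span of 0.3, for the 13538 tested rows with both values from GENCODE release 29), a limit of 1.5 on the absolute log2 fold change, the number of the deposited column as a replicate block in edgeR, and counts without MSTRG rows.

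The steps were tested on simulated counts drawn from the means, dispersions and library sizes of these libraries. Of 199 changed genes among 14764 tested, edgeR called 143 (71.9%) with 7 false calls. DESeq2 called 158 of 199 among 14913 genes with 39 false calls, and limma 141 of 200 among 14936 with 3. Camera called 0 of 20 unchanged sets. The simulated genes varied independently of each other, so this does not test camera on sets whose genes vary together. With a GC trend put into every library of 1 group, the false calls among 13451 genes numbered 928 without the correction and 11 with it. In the data the strong trend lay in HG_1 and control replicate 2, so across both groups. The simulation does not test the correction in that case.

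Total counts were between 32448991 and 45864176 per library, so that 3 counts, the limit that a count of 0 allows, correspond to between 0.0654 and 0.0925 CPM. Such limits cover counting error only. PDZK1, with between 9 and 24 counts in the high glucose libraries, is measured there with a large counting error. The positions of genes, siRNAs and primers come from GENCODE release 29 on GRCh38. The primate transcriptome, the protein data, the quantitative PCR and the animal experiments were not analysed here.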

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

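The edgeR comparison, camera with its preset and its estimated correlation, and the fits with a library left out were fixed before the data were examined. For the patterns below, the tests at equal depth and without the most abundant genes were written before their outcome was seen. So was the test of the gap on the principal components. All other tests of these patterns were chosen after the result was seen.

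Targets of ATF4, the transcription factor of the amino acid stress response, and genes of sterol synthesis stood above their level in the control libraries, and the paper does not discuss either set. The ATF4 targets had a median log2 fold change of 0.576, with 23 of 26 genes higher and 22 of them at an adjusted p under 0.05. The sterol synthesis genes had a median of 0.723, with 23 of 23 tested genes higher and 21 of them at an adjusted p under 0.05. Both sets kept an adjusted p under 0.05 with camera's estimated correlation (0.000846 and 0.015), and in both every high glucose library scored above every control library. Removing each library's trend on GC content and transcript length left medians of 0.577 and 0.696. Thinning every library to the smallest total, 32448991 counts, left 0.572 and 0.727, and leaving out the 100 most abundant genes left 0.581 and 0.726. Each of these corrected sets kept an adjusted p under 0.05 with camera's preset correlation. This argues against GC content, length, depth and a few abundant genes as the whole cause. The estimated correlation was not run on the corrected values. A culture or library batch is not given in the labels, so a batch that followed the groups stays open. A response to glucose or to mannitol, in which the groups also differ, stays a hypothesis here, found and tested on the same libraries.

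TXNIP, ATP6V1C2 and PNLIPRP3, which the paper does not discuss, were higher in every high glucose library than in every control library, with log2 fold changes of 3.15, 3.07 and 2.93. The smallest of the 3, that of PNLIPRP3, was 2.87 after the GC and length correction and 2.89 at equal depth, which argues against both trends. ATP6V1C2 overlaps PDIA6, a much more abundant gene, on the other strand. PDIA6 had a log2 fold change of 0.0117 (adjusted p = 0.872 from edgeR's quasi-likelihood test), which argues against a rise of PDIA6 as a whole as the source. The deposited counts give no position within a gene. A change of PDIA6 reads limited to the overlap could stay unseen in its total, so it is not excluded. The number of control counts was low for TXNIP (27 to 55) and PNLIPRP3 (8 to 29). The groups differ in mannitol as well as in glucose, and the effects of these were not tested separately.

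Among 90 groups of 5 values (genes named here, the total counts and 12 set scores in each condition), 8 held a library far from the other 4, where chance alone gives about 4.5. In control replicate 2, MTOR was at 35.7 CPM against 41.4 to 43.4 in the other control libraries, GAPDH at 5800 against 4520 to 4772, and the score of the NRF2 targets at 0.0262 against -0.0864 to -0.0596. In HG_1, NFE2L2 was at 127.8 CPM against 156.6 to 158.8 in the other high glucose libraries, and GAPDH at 7095 against 5252 to 5670. In control replicate 1, HMOX1 was at 38.8 against 50.5 to 54.2, YWHAE at 224.6 against 264.4 to 274.7, and PNLIPRP3 at 0.243 against 0.545 to 0.650.

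Of these 8, 5 lie in HG_1 and control replicate 2, the libraries that the second principal component sets apart and whose counts rise with GC content. The prediction as first written covered the outlying values of single genes in these 2 libraries together. It was that none would lie apart after the GC and length correction, and it failed. It was split afterwards, because the outcome differed between genes. NFE2L2 in HG_1 stayed apart, with a gap of 0.862 of the group's range, so the trend does not account for it. Of the 3 values of MTOR and GAPDH, 0 still lay apart (MTOR was close, with a gap of 0.692 of the range), which is consistent with a GC trend as a source of these values, but in the control libraries GAPDH then had another library apart, with a gap of 0.764. This split was made on the same values that it explains. On the principal components the gap between this pair and the other 8 libraries shrank from 50.3% to 20.6% of the range. The remaining gap was not compared with that of other pairs of libraries, so whether the trend is the whole cause there stays open. The score of the NRF2 targets in control replicate 2 and the values of control replicate 1 were not tested further. No biological explanation was tested for single libraries. Without control replicate 1, YWHAE passed the threshold (log2 fold change -0.13, adjusted p = 0.0461 from edgeR's quasi-likelihood test).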

How the results depend on the processing

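The main conclusion on PDZK1 did not depend on the alternatives that could be run. Its log2 fold change was between -2.94 and -2.65 across the 10 fits that each left out one library. It was between -2.80 and -0.84 across the other settings, apart from the run at equal depth. At equal depth the log2 fold change of PDZK1 was -2.925. Its adjusted p was lowest with DESeq2 (1.11e-14) and highest with the block by column number in edgeR (0.00855). At least 10 counts in every sample and a mean FPKM of at least 1 gave no value, because PDZK1 does not pass either filter.

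Counts of genes moved with the value added to FPKM and with the limit on the fold change. Past |FC| > 1.5 and p under 0.05 were 772 genes in the main comparison, 303 with limma on log2(FPKM + 1), 282 with the same on genes with a mean FPKM of at least 1, and 280 with a linear model on log2(FPKM + 1) without moderation. With the adjusted p, the 551 genes became 261, 247 and 243 under the same 3 settings. Adding 1 to FPKM shrinks the fold change of low genes by construction: with 0.1 in its place the 2 counts were 711 and 542. Of the 303 genes, 269 were among the 772. DESeq2 gave 908 genes, of which 734 were among the 772. Chosen after seeing the data, a limit of 1.5 on the absolute log2 fold change left 96 and 65 genes, and the GC and length correction raised the genes with an adjusted p under 0.05 from 2303 to 3968 while the common biological coefficient of variation of the same 13538 rows fell from 0.151 to 0.124. Without MSTRG rows the 3 counts were 686, 2216 and 507. Across the fits that each left out one library, they ranged from 719 to 849, from 1648 to 2993 and from 461 to 618, and the highest value of each came without HG_1.

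Of the 13 gene sets, 11 passed an adjusted p under 0.05 with camera's preset correlation, 11 with fry (10 of them the same, without proliferation and with the mTOR pathway) and 4 with the estimated correlation, among them sterol synthesis, ATF4 targets and extracellular matrix. Of the 23 tested genes that the paper names, 10 had an adjusted p under 0.05, and 12 when adjusted over the list alone. Across the settings without a block this number was between 8 and 15, and 15 was reached after the GC and length correction, where CDKN2A, IL6, RLBP1 and GAPDH passed.

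MTOR, HMGB1 and RB1, whose changes were near 0, changed sign. MTOR (-0.0035 in the main comparison) was 0.0093 with library size alone, 0.00021 without a filter, 0.012 with limma on log2(FPKM + 1), with the same on a mean FPKM of at least 1 and with the linear model without moderation, 0.014 with log2(FPKM + 0.1) and 0.059 after the GC and length correction. It was between -0.046 and 0.032 with one library left out. HMGB1 (-0.0039) was 0.0092 with library size alone and between -0.022 and 0.022 with one library left out, and RB1 (-0.053) between -0.13 and 0.075, positive only without HG_1. None of these passed a threshold.

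Apart from the fits with a library left out, 23 other values for single genes and sets no longer passed the threshold and 17 newly passed it. With a library left out, these numbers were 22 and 9. SLC19A1 (adjusted p = 0.0475 in edgeR's main comparison) lost its call in 8 of the 10 such fits, with adjusted p up to 0.109. SLC15A2 lost it in 5, CMPK2 and SQSTM1 in 4 each, and the NRF2 targets without HG_1 (adjusted p = 0.0793 from limma's camera). GAPDH passed without control replicate 2, YWHAE and the senescence set without control replicate 1, the mTOR pathway set in 3 fits, and IL6 and RLBP1 without HG_1. The causes were not tested.

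The labels give numbers to the control replicates and letters to the high glucose replicates, but the deposited columns are numbered 1 to 5 in both groups. Libraries with the same column number did not deviate from their group means together (correlation across genes between -0.0656 and 0.0392 in the 5 pairs). The 20 pairs with different numbers lay between -0.0869 and 0.188. This gives no sign of pairing, but a small shared effect could be hidden in that spread. A fit with the column number as a replicate block, chosen after seeing the data, left 739, 1071 and 417 genes for the 3 counts in place of 772, 2303 and 551, 6 of the named genes in place of 10, and 13 gene sets in place of 11. PDZK1 was at -2.74 in that fit.

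Depth limits the low genes most: PDZK1 had 9 counts in HG_4, and TNF and SLC22A12 had 0 counts in each of the 10 libraries, which allows up to 0.0925 CPM.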

Differences from the paper's values

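In Fig. 1E the paper's Venn diagram shows about 50 differentially expressed genes in ARPE-19 cells, read by eye as the sum of its 2 parts, at |FC| > 1.5 and p under 0.05. With edgeR's quasi-likelihood test on the deposited counts, 772 genes passed the same limits. None of the alternatives set before the data were examined came within 1.5 times of the paper's number. The lowest were 280 with a linear model on log2(FPKM + 1) without moderation, 282 with limma on genes with a mean FPKM of at least 1 and 303 with limma on log2(FPKM + 1), and the highest was 1003 without a filter on low counts. With one library left out, the count was between 719 and 849. A limit of 1.5 on the absolute log2 fold change, chosen after seeing the values, gave 96 genes, or 65 with the adjusted p, which is within 1.5 times of the paper's number. PDZK1 is among the genes called under each of these settings in which it could be tested.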

Other observations

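Fixed before the data were examined were edgeR's test of the genes that the paper names and of TXNIP and ARRDC4. The same holds for camera on the gene sets, with the preset and the estimated correlation, and for the alternatives listed above as fixed beforehand. The splits of the samples for the 3 counts of genes and for the named genes were written before their outcome was seen. So was the test of PDZK1 at equal depth. All other tests below were chosen after the result was seen, among them those of the chaperones and of the other NFAT5 targets.

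Other splits of the 10 libraries into 5 and 5 were drawn to see how often they give as many genes (100 of the 126 possible, the real one included). Only the real split, 1 of 100, gave 772 or more genes past the paper's limits, where the other splits gave at most 358. The same held for the 2303 genes with an adjusted p under 0.05 (1 of 100; at most 3 in another split), for the 551 with a fold change above 1.5 as well (1 of 100; at most 3), and for the 10 named genes (1 of 100; at most 0). For gene sets, 1 of 100 splits gave 11 or more sets. The other splits gave between 0 and 10 sets. Each of them keeps 3 or 4 libraries of one condition together, so part of the difference between the conditions remains in them, and their counts do not give a rate of false calls.

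For PDZK1, the log2 fold change was -2.80 after the GC and length correction and -2.92 at equal depth, which argues against both as the cause of the fall. The lowest high glucose library had 4.36 times the TXNIP of the highest control library, which argues against a swapped label. Whether reads of the pseudogene PDZK1P1 take part in the fall cannot be told apart from a change in PDZK1 itself: 40.3% of the 150-base windows of PDZK1-202 occur in PDZK1P1 too, and the deposited counts give no position within the gene.

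The RNA of proteins that the paper names, not all of which it measured in ARPE-19 cells, is given here as values. The log2 fold changes and adjusted p come from edgeR's quasi-likelihood test. CDKN1A (p21) rose by 0.46 (adjusted p = 0.00183), while CDKN2A (p16) was at -0.32 (adjusted p = 0.154). The paper reports p16 protein as higher. The counts cover CDKN2A as a whole, so the RNA for p16 is not told apart from other transcripts of the gene. After the GC and length correction, chosen after seeing the data, CDKN2A was at -0.33 (adjusted p = 0.0134), and IL6 (-0.42, adjusted p = 0.0435) and RLBP1 (-0.36, adjusted p = 0.00906) also passed. HMOX1 (HO-1) was at 0.66 (adjusted p = 0.00158) and NFE2L2 (NRF2) at 0.095 (adjusted p = 0.511). MAP1LC3B (LC3B) was at 0.37 (adjusted p = 0.000503), SQSTM1 (p62) at 0.34 (adjusted p = 0.0211) and ATG5 at 0.069 (adjusted p = 0.332). Of the windows of SQSTM1, 48.1% also occur in another gene, mainly MRNIP on the other strand, and 8.03% of those of MAP1LC3B in MAP1LC3B2 or another gene. SLC6A6 (TAUT) was at -0.37 (adjusted p = 0.00701) and SLC19A1 (RFC) at -0.33 (adjusted p = 0.0475), which the paper also reports as lower. SLC22A5 was at -0.29 (adjusted p = 0.00149) and SLC15A2, with 3 to 29 counts per library, at -1.59 (adjusted p = 0.0248). RPS6KB1, YWHAE, IL6, RLBP1, SLC22A4, RB1, MTOR and HMGB1 had adjusted p values between 0.133 and 0.979. ARRDC4, like TXNIP a glucose-induced gene, was at 0.74 (adjusted p = 0.00414).

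The reference genes of the paper moved apart. ACTB fell by 0.31 log2 units (adjusted p = 0.00147 from edgeR) and GAPDH was at 0.25 (adjusted p = 0.0995, or 0.000108 after the GC and length correction). Their ratio within a library, which no scaling changes, was 0.498 ± 0.132 in the control group and -0.0629 ± 0.126 in the high glucose group on the log2 scale (SD, n = 5 each; two-sided exact permutation test, p = 0.00794, the smallest possible). Relative to GAPDH, SLC6A6 changed by -0.62 and SLC19A1 by -0.57 log2 units (exact permutation tests, p = 0.0159 and p = 0.00794, n = 5 each), compared with -0.37 and -0.33 relative to all genes. Of the windows of GAPDH, 12.9% also occur in other genes.

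The gene sets gave these median log2 fold changes and camera adjusted p values (limma). Higher were NRF2 targets (0.105, adjusted p = 0.0184), autophagy and lysosome (0.102, adjusted p = 0.00488) and glycolysis (0.279, adjusted p = 4.8e-07), beside the ATF4 targets (0.576) and sterol synthesis (0.723). Lower were extracellular matrix (-0.483, adjusted p = 7.92e-24, 15 of 16 genes lower), RPE identity (-0.189, adjusted p = 0.0134), osmotic response (-0.369, adjusted p = 0.00443), interferon response (-1.25, adjusted p = 2.29e-06) and proliferation (adjusted p = 0.00443, with a median of 0.004 over genes that went both ways). Senescence markers and secreted factors (-0.17, adjusted p = 0.151) and mTOR pathway members (0.0486, adjusted p = 0.0556) did not pass. The mTOR set passed with DESeq2, library size alone, no filter, and limma or the linear model on log2(FPKM + 1). It also passed with fry, the column block and the GC and length correction. It did not with RLE size factors, the likelihood ratio test, 1 surrogate variable or at least 10 counts in every sample. Nor did it with log2(FPKM + 0.1), a mean FPKM of at least 1, equal depth or the estimated correlation. With the estimated correlation, sterol synthesis, ATF4 targets and extracellular matrix passed among the sets named here.

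The fall of the interferon response rests mainly on 2 control libraries. Its score was 1.13 in control replicate 2 and 1.65 in control replicate 3, against -0.265, 0.207 and -0.125 in the other control libraries and -0.724 to -0.327 in the high glucose libraries. Without either of the 2 the median was no higher than -0.90, and with the estimated correlation the set did not pass (adjusted p = 0.234 from limma's camera). After the GC and length correction the median was -1.26, so that trend is not a candidate source. RSAD2 and CMPK2, which overlap on opposite strands, belong to this set.

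SLC6A6, the taurine transporter, is a target of NFAT5, which responds to osmotic stress. A hypothesis is that mannitol, which cells hardly take up, acts as a stronger osmolyte than glucose, so that the osmotic response would be higher in the control group. The other tested NFAT5 targets had a median of -0.363, with 7 of 10 lower (p = 0.0469 with camera's estimated correlation in limma, not corrected for other sets), among them AKR1B1 (adjusted p = 0.00608), SGK1 (adjusted p = 0.00171) and S100A4 (adjusted p = 0.00729 from edgeR). This is consistent with the hypothesis, but weakly, and HSPA4L rose. No library comes from control glucose without mannitol or from high glucose with it. The effect of mannitol and that of glucose on SLC6A6 could therefore not be separated.

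Another hypothesis is that glucose ran low in the control medium within 48 h, which would induce chaperones of the endoplasmic reticulum in the control group. HSPA5 was lower in high glucose (log2 fold change -0.73, adjusted p = 1.95e-05 from edgeR). Of the 18 chaperones and related genes listed after HSPA5 and DNAJB11 had been seen, 11 were lower, 8 of them at an adjusted p under 0.05, and 0 of the 7 higher ones (median -0.19, p = 0.0198 with camera's estimated correlation in limma). This is consistent with the hypothesis. The ATF4 targets argue against it, since lack of glucose induces them as well and they were higher in high glucose (median 0.576).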
